# Comparative RNA-Seq Analyses of *Solenopsis japonica* (Hymenoptera: Formicidae) Reveal Gene in Response to Cold Stress

**DOI:** 10.3390/genes12101610

**Published:** 2021-10-13

**Authors:** Mohammad Vatanparast, Youngjin Park

**Keywords:** *Solenopsis japonica*, transcriptome, KEGG pathway, differentially expressed gene, GO analysis, temperature, stress

## Abstract

*Solenopsis japonica*, as a fire ant species, shows some predatory behavior towards earthworms and woodlice, and preys on the larvae of other ant species by tunneling into a neighboring colony’s brood chamber. This study focused on the molecular response process and gene expression profiles of *S. japonica* to low (9 °C)-temperature stress in comparison with normal temperature (25 °C) conditions. A total of 89,657 unigenes (the clustered non-redundant transcripts that are filtered from the longest assembled contigs) were obtained, of which 32,782 were annotated in the NR (nonredundant protein) database with gene ontology (GO) terms, gene descriptions, and metabolic pathways. The results were 81 GO subgroups and 18 EggNOG (evolutionary genealogy of genes: Non-supervised Orthologous Groups) keywords. Differentially expressed genes (DEGs) with log_2_fold change (FC) > 1 and log_2_FC < −1 with *p*-value ≤ 0.05 were screened for cold stress temperature. We found 215 unigenes up-regulated and 115 unigenes down-regulated. Comparing transcriptome profiles for differential gene expression resulted in various DE proteins and genes, including fatty acid synthases and lipid metabolism, which have previously been reported to be involved in cold resistance. We verified the RNA-seq data by qPCR on 20 up- and down-regulated DEGs. These findings facilitate the basis for the future understanding of the adaptation mechanisms of *S. japonica* and the molecular mechanisms underlying the response to low temperatures.

## 1. Introduction

Fire ants is the common name for the ant genus *Solenopsis* Westwood (Hymenoptera: Formicidae: Myrmicinae) that is represented in South America by 16 native species [1]. While, in general, these ants cause occasional local problems in their homeland, some species, such as *Solenopsis japonica,* are not reported pests. With designing a new bait trap, it was clarified that *S. japonica* showed some predatory behavior against earthworms and woodlice [2] that have not previously been considered as predators of soil invertebrates. It is supposed that it preys on the larvae of other ant species by tunneling into a neighboring colony’s brood chamber [2]. Another article mentions that *S. japonica* lives near to the colonies of *Pheidole fervida*, *Rhizomyrma sauteri*, *Lasius flavus* and *Lasius niger* and builds subterranean tunnels leading into the nests of its neighbors [3]. *S. japonica* can move through gaps in the soil or make tunnel systems to detect and attack prey [2]. Unfortunately, there is not a massive amount of literature available on the biology of this ant species. Actually, species interactions underground cannot be observed directly, although they are suspected to occur as frequently as those above ground.

*S. japonica* is probably one of the influential underground predators that we have little evidence of their roles and effects on underground invertebrate communities [2,4].

The life history of insects, population dynamics, geographical distribution, species interactions, and community structure and function are affected by different temperatures, one of the vital abiotic factors, by interfering with their metabolic processes such as alimentation, digestion, detoxification, mating, growth, and life cycle, as well as the distribution of host plants [5,6,7,8,9,10,11,12,13]. Metabolic rates are directly tied to ambient temperatures in insects as ectotherms [14]. In the prey–predator relationship, attack rates by predators can be increased by increasing metabolic rates [15] which can increase predator interactions with prey, leading eventually to changes in the density of prey and a series of effects on wide community structure [16,17]. Many studies have repeatedly revealed that increased predation rates by invertebrate predators resulted from increased temperatures [15,18,19,20]. Ant *Formica lasioides* predation has been observed in laboratory conditions to be affected by temperature and that its prey, caterpillars of the tiger moth, *Arctia virginalis,* maintain activity and escape from ant predation at lower temperatures (8–14 °C) [19].

*S. japonica* as a soil dwelling invertebrate predator with a small body size (less than 2 mm) that would aid movement through the soil, can be considered as a beneficial predator. Previous studies have not indicated their capability, probably because their capabilities to move and attack prey in the soil have been overlooked.

In this study, we are looking for any changes under low and high temperature stresses using RNA-Seq and de novo transcriptome as an ‘omic’ technology to figure out which pathways are responsible for stress conditions and whether our model insect, *S. japonica,* can cope with that. There are some similar studies [21,22,23] to predict the regulation of transcription associated with different treatment temperatures.

Upregulation of cuticle genes [24] changes the expression levels of more than hundreds of genes associated with transcription, metabolism, and cuticular organization, especially enzyme-related genes as well as high-temperature stress, which upregulates encoding of cytochrome P450s (CYPs), antioxidative enzymes, and aldehyde dehydrogenase [21,25,26], and the expression of heat shock proteins (HSPs), reported to be responsible for heat and cold tolerance and other stressor as well (e.g., heat, low oxygen levels, UV radiation, bacterial and viral infection, heavy metals) that can affect the folding and functional conformation of proteins [27,28], is related to different ambient environmental temperature. In the current study, worker ants of *S. japonica* were incubated at a low temperature (9 °C). Detailed differential expression analysis revealed a number of candidate genes are potentially related to cold tolerance compared with 25 °C incubated ants of *S. japonica*. We confirmed our transcriptome data by performing qRT-PCR. We aimed to provide a basis for the adaptive mechanism and a rich resource for the discovery and identification of novel genes involved in the cold stress response in *S. japonica,* a rare underground-dwelling invertebrate predator.

## 2. Materials and Methods

### 2.1. Insect Rearing, Exposure Temperatures and Sample Preparation

An *S. japonica* colony was collected on Mt. Manin, Deajeon, Korea. The ant colony consists of dealate mated queens, alate queens, males, brood (eggs, larvae, and pupae), and workers. We used the field colony (colony of origin) to create standardized experimental colonies. Only the field colonies found to contain multiple queens were included in this experiment. All ants were placed in a plastic tray (25 (H) × 30 × 35 cm^3^) and maintained at 25 ± 1 °C in the Quarantine Pest Research Facility (Animal and Plant Quarantine Agency, Gimcheon, South Korea) with 65 ± 2% relative humidity. Ants were fed a 20% sucrose solution and mealworms (*Tenebrio molitor* larvae) as a protein source. Water was provided ad libitum. We generated the lab colony with single reproductive queens isolated from field-collected nests to obtain known offspring of individual queens from polygyne nests; the lab colony, comprising of a few thousand workers and brood, were maintained individually in plastic trays. We waited for six weeks before sampling pupae because some brood were the offspring of queens from the polygyne source nest other than the isolated queen, so that all such brood had eclosed as adults. In order to acquire known progeny, we also observed foraging behavior in standardized colonies in the lab, controlling for variation due to colony size and brood-to-worker ratio. To perform transcriptomic analysis, 15 *S. japonica* workers (body weight; 0.64 ± 0.22 mg) were incubated at 9 and 25 °C for 24 h as the temperature treatment groups. Incubated ants at 25 °C were considered as the control group. Each treatment was replicated with three independent biological sample preparations. After the temperature treatment, worker ants from each group were immediately frozen in liquid nitrogen and stored at −80 °C for subsequent experiments.

### 2.2. RNA Extraction and RT-qPCR

RNA samples were extracted from the whole bodies of *S. japonica* workers cast using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. After RNA extraction, it was resuspended in nuclease-free water and quantified using a spectrophotometer (NanoDrop, Thermo Scientific, Wilmington, DE, USA). cDNA was then synthesized from RNA (1 μg) using RT PreMix (Intron Biotechnology, Seoul, Korea) containing an oligo dT primer according to the manufacturer’s instructions. All quantitative PCRs (qPCRs) in this study were determined using a real-time PCR machine (CFX Connect real-time PCR Detection System, Bio-Rad, Hercules, CA, USA) and iQ SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) according to the guidelines of the manufacturer. The reaction mixture (20 μL) contains 10 μL of iQ SYBR Green Supermix, 1 μL of cDNA template (100 ng), and 1 μL each of forward and reverse primers (Table S1) and 7 μL nuclease-free water. RT-qPCR cycling began with a 95 °C heat treatment for 10 min, followed by 40 cycles of denaturation at 94 °C for 30 s, annealing at 52 °C for 30 s, and extension at 72 °C for 20 s. The expression level of *rpl32* as a reference gene was used to normalize target gene expression levels [29] under different treatments. PCR products were assessed by melting curve analysis. Quantitative analysis was performed using the comparative CT (2^−ΔΔCT^) method [30].

### 2.3. Illumina Sequencing

To obtain short-read RNA sequences, Illumina sequencing was performed at Macrogen (Seoul, South Korea). Each library was constructed from 1 μg total RNA from the whole body of 5 individuals of *S. japonica* adults per treatment using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) and sequenced using the HiSeq 4000 System (Illumina, San Diego, CA, USA) with 101 bp pair end read (Table S2).

### 2.4. De Novo Assembly

Illumina short reads were quality-filtered and adapter-trimmed using Trimmomatic v0.38 (http://www.usadellab.org/cms/?page=trimmomatic, accessed on 2 July 2020). FastQC v0.11.7 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 2 July 2020) was used to check data quality before and after trimming. After the removal of low-quality reads, an Illumina-based de novo transcriptome assembly was performed using Trinity version trinity rnaseq r20140717, bowtie 1.1.2 [31]. Trimmed reads for every sample were merged into one file to construct a combined reference. The de novo assembly of merged data was carried out using Trinity with default parameters, and it was assembled into transcript contigs [32]. The total number of genes, transcripts, GC content, max/min/median/average contig length, and total assembled bases were summarized. Trinity groups transcripts into clusters based on shared sequence content. For assembled genes, the longest contigs of the assembled contigs are filtered and clustered into non-redundant transcripts using CD-HIT version 4.6 (http://weizhongli-lab.org/cd-hit, accessed on 2 July 2020) [33]. These transcripts were defined as ‘unigenes’, which are used for predicting Open Reading Frames (ORFs), annotating against several known sequence databases, and analyzing differentially expressed genes (DEGs). The ORF prediction for unigenes was performed using TransDecoder version 3.0.1 (https://github.com/TransDecoder/TransDecoder/wiki, accessed on 2 July 2020) [34] to identify candidate coding regions within the transcript sequence. After extracting ORFs that were at least 100 amino acids long, the TransDecoder predicted the likely coding regions. Trimmed reads for each sample were aligned to the assembled reference using the Bowtie program. For the differentially expressed gene analysis, the abundances of unigenes across samples were estimated into read count as an expression measure by the RSEM algorithm (RSEM version v1.2.29, bowtie 1.1.2, http://deweylab.github.io/RSEM/ (accessed on 2 July 2020) [35]).

### 2.5. Gene Functional Annotation

For functional annotation, unigenes were searched against the Kyoto Encyclopedia of Genes and Genomes (KEGG) v20190104 (http://www.genome.jp/kegg/ko.html, accessed on 2 July 2020), [36], NCBI Nucleotide (NT) v20180116 (https://www.ncbi.nlm.nih.gov/nucleotide/, accessed on 2 July 2020) [22], Pfam v20160316 (https://pfam.xfam.org/, accessed on 2 July 2020), [37], GO v20180319 (http://www.geneontology.org/, accessed on 2 July 2020), [38], NCBI NR v20180503 (https://www.ncbi.nlm.nih.gov/protein/, accessed on 2 July 2020), [39], UniProt v20180116 (http://www.uniprot.org/, accessed on 2 July 2020), [40] and EggNOG (http://eggnogdb.embl.de/, accessed on 2 July 2020) [41] using BLASTN of NCBI BLAST and BLASTX of DIAMOND version 0.9.21 (https://github.com/bbuchfink/diamond, accessed on 2 July 2020) with an *E*-value default cutoff of *E*-value 10^−5^.

### 2.6. Differential Gene Expression Analysis

A quality check was performed for all samples, so that if more than one read count value was 0, it was not included in the analysis. Gene expression levels were measured in by RNA-Seq analysis as the fragments per kilo base of transcript per million mapped reads (FPKM) [42]. Multiple testing was corrected for in all statistical tests using the Benjamini–Hochberg false discovery rate with the following parameter values: false discovery rate < 0.01 [43]. In order to reduce systematic bias, we estimate the size factors from the count data and apply Relative Log Expression normalization with the DESeq2 R library. Using each sample’s normalized value, the high expression similarities were grouped together by Hierarchical Clustering Analysis and graphically shown in a 2D plot to show the variability of the total data using Multidimensional Scaling Analysis. Significant unigene results were analyzed as up- and down-regulated count by log2FC ≥ 1 and ≤−1. The distribution of expression levels between the two groups was plotted as a Volcano plot and simple bar plots [44].

### 2.7. Quantitative RT-PCR Validation

A further twenty genes in response to cold treatment (T9) were chosen for validation using RT-qPCR. To choose the genes, the DEGs were sorted by fold change, and 10 DEGs were picked at random from the entire library for up-regulated DEGs and 10 DEGs for down-regulated DEGs. The DEGs that are annotated in all databases were chosen. *S. japonica* adults were incubated at 9 and 25 °C in two separated groups, including 10 ants, for 24 h. RNA was extracted from all ants together (a pool of 10 ants) and cDNA was synthesized according to the ‘RNA extraction and RT-qPCR’ section. Specific primers were designed using the Primer Quest tool (www.idtdna.com, accessed on 30 July 2020) (Table S1). To normalize target gene expression levels under various treatments, the expression level of *rpl32* was used as a reference gene [29]. Single PCR products were confirmed by 1% agarose gel and were assessed by melting curve analysis. Each treatment was replicated with three independent biological sample preparations. The comparative CT (2^−ΔΔCT^) method was used to perform quantitative analysis in three technical replicates [30]. Finally, the data were compared according to the ratio of FPKM and the ratio of mRNA expression level for all selected genes.

### 2.8. Data Analysis

The results were plotted using GraphPad Prism 8.0. Means were compared by least squared difference (LSD) test of one-way analysis of variance (ANOVA) using PROC GLM of SAS program and discriminated at Type I error = 0.05.

## 3. Results

### 3.1. Sequencing, RNA-Seq Assembly, and Functional Annotation

Illumina raw data was qualified by filtering to reveal the transcriptome responses to cold stress in *S. japonica* (Supplementary Tables S3 and S4). In total, 25.1 Gb of clean data passed the Illumina quality filter after transcriptome sequencing of four cDNA samples with Q30 > 95% (Supplementary Table S4). To perform the de novo transcriptome assembly, all high-quality reads (Supplementary Table S4) were pooled. Using paired-end joining and clustering according to the similarity of contigs, these contigs were further assembled into 118,655 transcripts with a mean length of 876.07 bp and an N50 of 1853 bp, and 89,763 unigenes with a mean length of 676.49 bp and an N50 of 1194 bp (Supplementary Tables S5 and S6). The length distribution of unigenes closely followed the length distribution of transcripts. This indicates a high-quality assembly, providing a sequence basis for future studies.

### 3.2. Annotation of Predicted Proteins

The assembled unigenes were blasted against ten public databases (NR, NT, UniProt, Pfam, GO, EggNOG, KEGG, KO_EUK_Annotation, KO_PRO_Annotation, KO_BAC_Annotation and KO_BAC.NUC_Annotation) using BLASTX with a cut off *E*-value of 10–5 for validation and annotation. After annotation, genes with a significant blast hit to arthropods were identified. At most, 32,782 (35.56%) unigenes were found in the NR public database, followed by the NT database (29,598 annotated unigenes, 33.01%), and the KO_EUK_Annotation database (29,144, 32.51%) (Table 1). Overall, most of the unigenes either could not be annotated or their descriptions were uninformative (e.g., putative, unknown, hypothetical, or unnamed proteins). Overall, the unigene sequences were most similar to gene sequences from *Solenopsis invicta* (33.97%) and totally more than 58% similarity with ant genus (*Solenopsis* sp., *Trachymyrmex* sp., *Acromyrmex* sp., *Atta* sp., *Camponotus* sp., *Cyphomyrmex* sp., *Monomorium* sp., *Vollenhovia* sp., *Wasmannia* sp., *Harpegnathos* sp., and *Lasius* sp.) and, interestingly, 12.26% similarity with *Rhagoletis zephyria* (Diptera: Tephritidae) and 11.3% similarity with two genus of mites including *Sacroptes* sp. and *Euroglyphus* sp. were observed via BLASTX matches in the NR database.

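Among the contigs of the deposited comparison of T9 with T25, those higher in the T9 library had an ant protein as best match in the NR database in 989 of 1041 cases (95.0%, exact binomial 95% interval 93.5% to 96.2%). For contigs lower in the T9 library this was so in 737 of 809 cases (91.1%, 88.9% to 93.0%). Flies were the best match of 5 contigs higher and 8 contigs lower in the T9 library, and a mite was the best match of 1 contig, lower in the T9 library, described as a heat shock-like protein. Mammals were the best match of 0 of 1041 contigs higher in the T9 library, which allows a share of up to 0.354%, and of 16 of 809 lower in it (1.98%, 1.13% to 3.19%). These shares cover only contigs called different between the temperatures, not the whole set of unigenes.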

ORF prediction for unigenes was performed using the TransDecoder program. ORFs with at least 100 amino acids long were extracted. In total, 21.62% (19,384) of the total predicted unigenes (89,657) were included in at least one ORF (Table 2). From 22,442 predicted ORF, 9904 (44.13%) showed as a full open reading frame (Table 2).

### 3.3. GO and EggNOG Analysis for Global Functional Classification

For functional annotation of the unigenes, the GO database and EggNOG database were applied to classify the annotated unigenes using BLASTX. As one unigene can have different functional annotations, a total of 20,645 genes have been annotated with GO terms inferred from BLAST results. Eighty-one GO functional sub-groups could be obtained according to the three main GO groups ‘biological process (45)’, ‘cell component (19)’ and ‘molecular function (17)’ in the GO database. A total of 8004 unigenes belonged to the biological process group, 6266 unigenes fell into the cellular component group, and 6375 unigenes were categorized in the molecular function group (Figure 1). The most common DEGs coregulated under cold stress according to GO categorization were ‘cellular process’, ‘biological regulation’, ‘metabolic process’, ‘developmental process’, ‘cellular component organization or biogenesis’ and ‘localization’ in the biological process category. In the molecular function category, the coregulated DEGs were mostly assigned to ‘catalytic activity’, ‘binding’, and ‘transporter activity’. For the cellular components category, only ‘membrane’, ‘protein-containing complex’, ‘organelle’, ‘organelle part’, ‘cell part’, and ‘membrane part’ were significantly enriched (Table 3).

To reveal functional and biological classification, the EggNOG database was used. In total, 26,823 unigenes were assigned to 18 EggNOG terms (Figure 2) that belonged to three functional classes including ‘information storage and processing’, ‘cellular processes and signaling’ and ‘metabolism’. The largest number of unigenes were classified at ‘translation, ribosomal structure and biogenesis (1124 unigenes)’, ‘transcription (1169)’, ‘replication, recombination and repair (1318)’, ‘intracellular trafficking, secretion, and vesicular transport (1530)’ and ‘post-translational modification, protein turnover, chaperones (1977)’ (Figure 2).

### 3.4. Differentially Gene Expression under Different Temperature

DEGs under cold-stress temperature treatment (T9) compared with the control (T25), were identified. 

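The comparison rests on RNA of whole S. japonica workers, a predatory fire ant that nests in soil, kept at 9 °C (T9) or at 25 °C (T25, the control) for 24 h. Each temperature is represented by 1 RNA-seq library, so there is no replicate check, and no difference between the libraries can be compared with the spread between pools of ants. The methods describe 15 workers incubated, 3 biological preparations per treatment and 5 ants per sequencing library. The results section counts more cDNA samples than the 2 libraries of Tables S3 and S4. After trimming, the T9 library held 62472718 read pairs and the T25 library 63274875, from the clean reads of Table S4. The authors pooled the reads, assembled them de novo, aligned each library to the resulting unigenes and estimated counts per contig. Contigs with a count of 0 in a library were left out. The deposited table holds 4487 contigs, and by its own values each has a raw p under 0.05 and a fold change of at least 2.35, so unchanged contigs and contigs absent from a library were not analysed here. Counts in the table add up to 7176142 in the T9 library (11.5% of its read pairs) and 11259918 in the T25 library (17.8%). From these counts, scaled by the library sizes that the authors' log2 values carry (53237356 for T9 and 49264352 for T25), the ratio of the libraries was computed for each contig, with an exact 95% interval (Clopper-Pearson). This interval, given in parentheses after each fold, covers counting error only. Log2 ratios were taken after adding 1 to each scaled count, and scaling by the clean reads of Table S4 instead shifts the log2 ratio by 0.13 before that addition and by less after it. Gene names are the authors' best matches in other species, mostly the fire ant Solenopsis invicta and other ants, or the names printed in Tables S7 and S8.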

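Salivary peptides were among the contigs with the largest ratios higher in the T9 library. A probable salivary secreted peptide (c88505_g1_i1) had 42533 against 379 counts in T9 and T25, 104-fold (93.9 to 115) higher in T9. Protein G12-like (c106856_g1_i1), known from insect guts, had 38543 against 496 counts and was 71.9-fold (65.8 to 78.7) higher, while a further contig of that name (c40490_g1_i1), chosen after its values were seen, had 27 against 1548 counts and was 62.0-fold (42.4 to 94.3) lower. The reverse ribonuclease integrase c90583_g2_i3, a product of a mobile element, was 79.9-fold (51.5 to 131) higher in T9. An arylphorin subunit (c72825_g1_i1), a storage protein of insect blood, was 23.2-fold (14.5 to 39.5) lower in T9, and a YEATS domain-containing protein (c90390_g2_i2) was 230.2-fold (40.9 to 9134) lower, with 1 count in T9. Of the 4487 contigs, 2455 were higher and 2032 lower in the T9 library. In the authors' deposited table, 669 contigs have an adjusted p under 0.05, 456 of them higher and 213 lower in T9, and its p-values compare the libraries, not the temperatures. Those p-values were recovered within 1% for 4487 of 4487 contigs by edgeR's exact test with an assumed biological coefficient of variation of 0.3, and an assumed 0.4 leaves 126 contigs higher and 52 lower at an adjusted p under 0.05. When the median of 16 ribosomal and housekeeping contigs was set to 0, 3135 contigs lay above 0 and 1352 below, or 69.9% above against 54.7% higher in the main scaling. These 16 contigs are a poor reference, since the table holds only contigs called different and 6 of the 16 are matched to mammals. With contigs matched to ants only, their median turned from -1.91 to 1.68. Values given below with this median set to 0 carry the same limit.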

An amount of 330 unigenes were DEGs for T9, with a criterion of adjusted *p*-value < 0.05 and |log2FC| ≥ 1 that 215 unigenes were up-regulated and 115 DEGs down-regulated (Figure 3, Supplementary Tables S7 and S8).

To clear functional classification, KEGG and GO analysis were performed on screened unigenes (Figure 4, Supplementary Table S9 and Figure 5, Supplementary Table S10, respectively). KEGG pathway enrichment analysis revealed the primary DEG pathways (Figure 4, Supplementary Table S9). A large number of coregulated DEGs under cold temperature stress were significantly enriched in the ‘Metabolic pathways’ which are dominated by ‘α-glucosidase-like’, ‘Uridine 5′-monophosphate synthase-like’, ‘Cysteine sulfinic acid decarboxylase’, ‘Inositol-triphosphate 3-kinase A’, ‘4-coumarate-CoA ligase 1-like’, ‘Pancreatic triacylglycerol lipase-like’, ‘Lipase member H-B like’ and ‘NADH dehydrogenase subunits’ unigenes. 

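Of 17 lipase contigs, enzymes that release fatty acids from stored and dietary fat, 11 were higher and 6 lower in the T9 library. A pancreatic triacylglycerol lipase-like contig (c78680_g1_i1) was 14.0-fold (12.0 to 16.4) higher in T9, and c83670_g1_i1, named lipase member H-B-like in Table S7, was 11.7-fold (9.61 to 14.3) higher. The calcium-independent phospholipase A2-gamma-like contig c76554_g1_i2, an enzyme acting on membrane lipids, was 4.99-fold (4.88 to 5.11) lower in T9 and holds most of the list's counts. The 4-coumarate-CoA ligase 1-like contig c78161_g1_i2 had 10063 against 1374 counts in T9 and T25 and was 6.78-fold (6.41 to 7.18) higher in T9. Smaller counts stand behind uridine 5′-monophosphate synthase (c88504_g1_i1), an enzyme of pyrimidine synthesis, and cysteine sulfinic acid decarboxylase (c114158_g1_i1), an enzyme of taurine synthesis. Each had 30 against 1 counts, 27.8-fold (4.62 to 1133) higher in T9. Inositol-trisphosphate 3-kinase A (c90297_g13_i1), an enzyme of calcium signalling, had 51 against 2 counts, 23.6-fold (6.21 to 200.1) higher. The median log2 ratio of the lipase list was 1.90, and the interval of that median, -2.32 to 2.53, lies on both sides of 0. Here and below, the interval of a median treats the contigs of a list as independent. It covers neither counting error nor the spread between ants. Contigs near 0 are missing from the table, and the median log2 ratio was 2.15 over all contigs higher in T9 and -2.18 over all lower ones. A list median near these values reflects the side of its contigs, and not a larger change than in other contigs of the table.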

Another identified enriched-pathway for the T9 group included ‘Fatty acid metabolism’, which includes ‘Elongation of very long chain fatty acids protein 7-like’, ‘Fatty acid synthase-like’ and ‘Acyl-CoA Delta (11) desaturase’ unigenes. ‘Biosynthesis of unsaturated fatty acids’, ‘Fatty acid elongation’ and ‘Fatty acid biosynthesis’ are other pathways enriched under the effects of low temperature. 

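The contigs of fatty acid synthesis, elongation, desaturation and reduction lay on a single side, with 47 of 47 higher in the T9 library and a median log2 ratio of 2.30 (interval of the median 2.10 to 3.00). Fatty acid synthase, which builds saturated fatty acids, was represented by c21111_g1_i1 with 58760 against 5351 counts in T9 and T25, 10.2-fold (9.88 to 10.5) higher, and by c90821_g8_i3, 4.93-fold (4.83 to 5.03) higher. Acyl-CoA Delta(11) desaturase (c88751_g1_i2), which introduces a double bond, had 29022 against 2453 counts and was 10.9-fold (10.5 to 11.4) higher in T9. Among the elongases, which lengthen fatty acids, c89329_g1_i2 was 5.35-fold (5.02 to 5.69) higher and c88979_g4_i2, an elongase 7-like contig of Table S7, was 7.74-fold (6.18 to 9.79) higher. Of these 47 contigs 23 have an adjusted p under 0.05 in the authors' deposited table. The list was drawn up after Tables S7 and S8 had been read, so its direction is not independent evidence.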

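Fatty acyl-CoA reductases turn fatty acids into the alcohols of waxes, and fatty acyl-CoA reductase 1 (c89980_g1_i1) had 2120 against 85 counts, with T9 first, and was 23.1-fold (18.6 to 29.0) higher in T9. A further contig of the same gene name (c89980_g2_i1) was 52.2-fold (27.3 to 115) higher. Among the digestive proteases, trypsin-1-like (c75351_g1_i2) was 11.4-fold (9.39 to 13.9) higher in T9, anionic trypsin-2-like (c11645_g1_i1) 8.50-fold (7.35 to 9.87) higher and the chymotrypsin-like protease CTRL-1 (c66823_g1_i1), with 63 against 4 counts, 14.6-fold (5.42 to 55.1) higher. The γ-aminobutyric acid receptor α-like contig (c80341_g1_i1), part of an inhibitory ion channel of neurons, had 87 against 2 counts and was 40.3-fold (10.8 to 338) higher in T9. The neuronal list had 7 of 43 contigs higher and 36 lower in T9, with a median log2 ratio of -1.93, and 21 above and 22 below 0 when the median of the ribosomal and housekeeping contigs was set to 0. For example, the glutamate receptor c87528_g1_i3 was 3.31-fold (3.08 to 3.56) lower in T9, while the synaptic vesicle glycoprotein c63559_g1_i3 was 6.26-fold (6.07 to 6.46) higher. By the authors' adjusted p under 0.05 the list has 5 contigs higher and 3 lower, and its counts sum to 36480 in T9 and 11936 in T25. Of those counts c63559_g1_i3 alone holds 30583 in T9 and 4519 in T25, so the direction of the sum rests on it.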

The protein present in the ‘Peroxisome’-enriched pathway was ‘Fatty acid CoA-reductase’. ‘Trypsin-1-like’, ‘Chymotrypsin-1 and 2-like’, ‘Transmembrane protease serine 9-like’, ‘γ-aminobutyric acid receptor α-like’, ‘Chymotrypsin-like protease CTRL-1′ and ‘Anionic trypsin-2-like’ were the changed participants of the ‘Neuroactive ligand–receptor interaction’ under cold stress conditions. A series of unigenes related to the immune system of ‘Peptidoglycan-recognition proteins’ were responsible for enriching the ‘Toll and Imd signaling pathway’. ‘Glycerolipid metabolism’, Lysosome’, ‘Glycerophospholipid metabolism’, ‘Starch and sucrose metabolism’, and ‘Galactase metabolism’ are other pathways that are enriched at lower temperatures in comparison with 25 °C (Figure 4, Supplementary Table S9).

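Peptidoglycan-recognition proteins bind bacterial cell walls and feed into Toll and Imd signalling. In the T9 library c108287_g1_i1 (SC2-like) had 1012 against 124 counts in T9 and T25 and was 7.55-fold (6.26 to 9.18) higher, and c77048_g1_i1 (1-like) had 203 against 15 counts and was 12.5-fold (7.42 to 22.8) higher. The contig with the largest counts of this family, c112619_g1_i1 (SC2-like), is outside Table S7 and was 2.75-fold (2.62 to 2.88) higher in T9.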

GO annotation was used to clarify the functions of DEGs that were significantly different (FC ≥ 2 or ≤ −2) with incubation of *S. japonica* at 9 °C in comparison with 25 °C (Figure 5, Supplementary Table S10). 

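Of the 330 contigs of Tables S7 and S8, 218 carry a GO term in the deposited table, 157 of them higher and 61 lower in the T9 library. Serine-type endopeptidase activity, the term of digestive proteases, was attached to 19 contigs, 16 higher and 3 lower in T9. Oxidation-reduction process was attached to 23 contigs, 18 higher and 5 lower. Fatty-acyl-CoA reductase activity, which belongs to wax synthesis, was attached to 6 contigs and peroxisome to 8, and for these terms each contig was higher in T9. Detection of chemical stimulus involved in the perception of smell was attached to 8 contigs and olfactory receptor activity to 7, and for these terms each contig was lower in T9. These are counts of terms, and no enrichment was tested because the unchanged contigs that would form the background were not analysed here.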

The most significant GO items were ‘Biological process: metabolic process, multicellular organismal process, response to stimulus and localization’, ‘Cellular component: membrane, membrane part and extracellular region part’ and ‘Molecular function: catalytic activity and transporter activity (Figure 5, Supplementary Table S10).

### 3.5. Validation of Gene Expression Profiles by qPCR

qPCR and gel electrophoresis of twenty common DEGs identified in the RNA sequence data were performed to confirm the accuracy and reproducibility of the Illumina RNA-Seq. 

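Digestive, fat and immune genes make up most of the contigs higher in the T9 library that were taken to RT-qPCR, and their RNA-seq counts span a wide range. A chymotrypsin-2-like contig (CHY, c17281_g1_i1), a gut protease, had 13033 against 51 counts in T9 and T25 and was 236-fold (179.7 to 318) higher in T9. Transmembrane protease serine 9-like (TPS, c88786_g3_i1) was 49.8-fold (45.6 to 54.4) higher. For the elongase FAP (c113360_g1_i1) the ratio was 13.2-fold (11.4 to 15.4), for lipase 3-like (LIP, c89947_g1_i2) 11.8-fold (10.0 to 14.1) and for ornithine decarboxylase 2-like (ODC, c77768_g1_i1), an enzyme of polyamine synthesis, 12.7-fold (7.95 to 21.4). Caspase-1-like (CAS, c90816_g2_i2), a protease of cell death, was 10.3-fold (8.50 to 12.7) higher, luciferin 4-monooxygenase-like (LML, c86095_g2_i2) 6.35-fold (4.44 to 9.33) higher, mucin 17-like (MUC, c61818_g1_i1) 5.73-fold (3.77 to 9.04) higher and peptidoglycan-recognition protein 1-like (PRP, c78499_g1_i2) 5.39-fold (4.39 to 6.67) higher. The lowest total behind these ratios is that of MUC, with 161 against 26 counts. The name mucin 17-like is the paper's, while the deposited protein match of MUC is dynein heavy chain 5, axonemal-like.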

The ten up-regulated DEGs included chymotrypsin-2-like (CHY; c17281_g1_i1), elongation of very long-chain fatty acids, protein 7-like (FAP; c113360_g1_i1), lipase 3-like (LIP; c89947_g1_i2), caspase-1-like (CAS; c90816_g2_i2), mucin 17-like (MUC; c61818_g1_i1), transmembrane protease serine 9-like (TPS; c88786_g3_i1), α-glucosidase-like (AGL; c80199_g1_i1), luciferin 4-monooxygenase-like (LML; c86095_g2_i2), ornithine decarboxylase 2-like (ODC; c77768_g1_i1) and peptidoglycan-recognition protein 1-like (PRP; c78499_g1_i2). 

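Genes of smell, of chitin and of development stand among the contigs lower in the T9 library that were taken to RT-qPCR, most of them with few counts in T9. Odorant receptor coreceptor (ORC, c89345_g3_i1), which insect odorant receptors need to work, had 10 against 872 counts in T9 and T25 and was 94.2-fold (51.0 to 197) lower in T9. Chitinase-3-like protein 1 (CLP, c82068_g1_i1), of a family of chitin-degrading enzymes, had 4 against 253 counts and was 68.4-fold (26.4 to 253) lower, and peritrophin 48-like (PET, c85316_g3_i2), of the gut lining, had 5 against 165 counts and was 35.7-fold (15.0 to 111) lower. The homeobox protein HPP (c78623_g1_i1) had 1 against 40 counts and was 43.2-fold (7.33 to 1749) lower, while the Pax 6-like PBP (c86999_g1_i1), a regulator of eye development, was 11.0-fold (7.15 to 17.7) lower. Sensory neuron membrane protein 1-like (SNM, c90181_g1_i1) was 31.8-fold (15.2 to 80.1) lower, keratinocyte proline-rich protein-like (KPR, c26648_g1_i1) 34.0-fold (17.0 to 79.7) lower and phospholipase A1-like (PAL, c79106_g1_i2) 17.7-fold (10.7 to 31.4) lower. UDP-glucuronosyltransferase 2B18-like (UDP, c69128_g2_i2), a detoxification enzyme, was 13.4-fold (6.25 to 34.4) lower and elastin-like (ELL, c83852_g1_i2) 6.01-fold (4.26 to 8.69) lower.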

Another 10 DEGs that showed down-regulation at T9 compared to T25 were validated by qPCR, including: odorant receptor coreceptor (ORC; c89345_g3_i1), chitinase-3-like protein 1 (CLP; c82068_g1_i1), homeobox protein prophet of Pit-1 (HPP; c78623_g1_i1), sensory neuron membrane protein 1-like (SNM; c90181_g1_i1), phospholipase A1-like (PAL; c79106_g1), elastin-like (ELL; c83852_g1_i2), peritrophin 48-like (PET; c85316_g3_i2), keratinocyte proline-rich protein-like (KPR; c26648_g1_i1), UDP-glucuronosyltransferase 2B18-like (UDP; c69128_g2_i2) and paired box protein Pax 6-like (PBP; c86999_g1_i1). The results of the qPCR and Illumina FPKM ratio were plotted in Figure 6. It can be revealed that expression changes were in the same direction as the qPCR. 

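For 19 contigs chosen for RT-qPCR, the RNA-seq ratio of T9 to T25 was above 1 with its whole counting interval for CHY, TPS, FAP, ODC, LIP, CAS, LML, MUC and PRP, and below 1 with its whole counting interval for ELL, PBP, UDP, PAL, SNM, KPR, PET, HPP, CLP and ORC. The authors chose these contigs among those called different on the same counts, so intervals that leave out 1 follow from that choice. The widest interval belongs to the homeobox gene HPP, with 1 count in T9. The RT-qPCR used other pools of ants and was not analysed here. From ratios in the same direction by both methods, the paper concludes that the RNA-seq results were reliable.

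**Figure D1:**
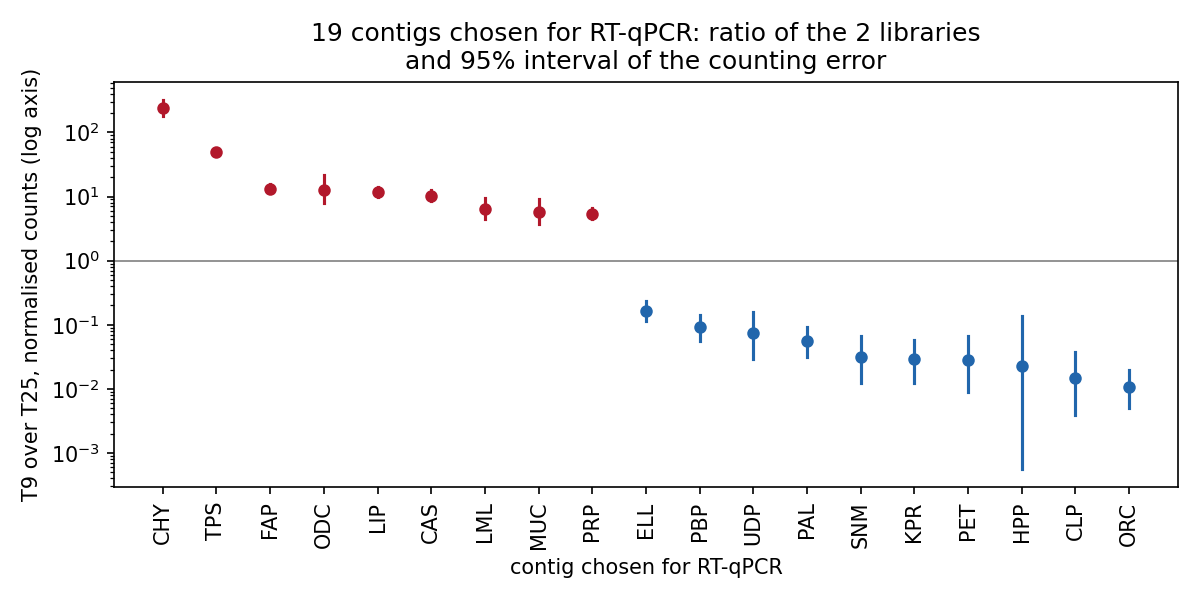
Ratio of the T9 to the T25 library (log axis, normalised counts, no unit) for 19 contigs chosen for RT-qPCR, sorted by ratio. Points are the ratios of 1 library to 1 library, vertical lines the 95% intervals of the counting error, red the contigs the paper lists as up-regulated and blue those it lists as down-regulated. The grey line marks a ratio of 1, and no interval crosses it. This follows from the choice of contigs already called different on these counts.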

The Illumina sequencing data were consistent with qPCR data, verifying the reliability and accuracy of the transcriptome analysis. This ensures the RNA-Seq results was considerably reliable for the identification of DEGs under stressed conditions in this study and also the feasibility and sustainability of our further research on these or other DEGs from the transcriptome data.

## 4. Discussion

Insects show different responses to temperature changes as well as distribution and development among animals, which is a very vital factor for predators (Ran et al., 2020). *S. japonica* is a soil dwelling invertebrate predator. Unfortunately, there is a poor understanding of its biology. Comprehensive investigation of gene expression regulation under cold stress is very important to understand the biochemical and physiological adaptation process [22]. The present study tries to show how *S. japonica* can adapt to the low temperature environment for its survival and breeding. Transcriptome sequencing data indicated 330 transcripts of *S. japonica* that were significantly differentially expressed under low temperature stress. This data explains that *S. japonica* has adaptability to low temperatures and can survive under cold stress conditions. 

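Sugar-digesting enzymes, salivary products, trehalose transporters, fatty acid synthesis, immune genes, serine proteases and cytochrome P450s lay, by number of contigs, mostly on the higher side in the T9 library, and odorant receptors, odorant-binding and antennal proteins, eye and neuronal genes and genes of mitochondrial respiration mostly on the lower side. Of 8 salivary and venom contigs 7 were higher in T9 (median log2 ratio 3.22, interval of the median -1.43 to 6.69). Contigs whose descriptions hold the words sought for muscle were lower in 39 of 52 cases (median log2 ratio -1.82), but these words also occur inside others, as actin does in interacting, and 1 of the 52 is matched to a mammal; with actin as a word of its own, a choice made after the data were seen, 36 contigs are left, 7 higher and 29 lower. Among them is a troponin contig (c101719_g1_i1) 2.78-fold (2.74 to 2.82) lower in T9, and 31 of the 52 lay above 0 when the median of the ribosomal and housekeeping contigs was set to 0. The eye list had 4 of 4 contigs lower, such as rhodopsin (c81871_g1_i3), the light-sensing protein, 6.48-fold (3.29 to 14.2) lower in T9. Cuticle contigs went both ways, 4 higher and 8 lower, with endocuticle structural glycoprotein SgAbd-1-like (c13448_g1_i1) 3.65-fold (3.61 to 3.69) higher. From the number of contigs that differ, the paper states that the species adapts to low temperatures and can survive under cold stress.

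**Figure D2:**
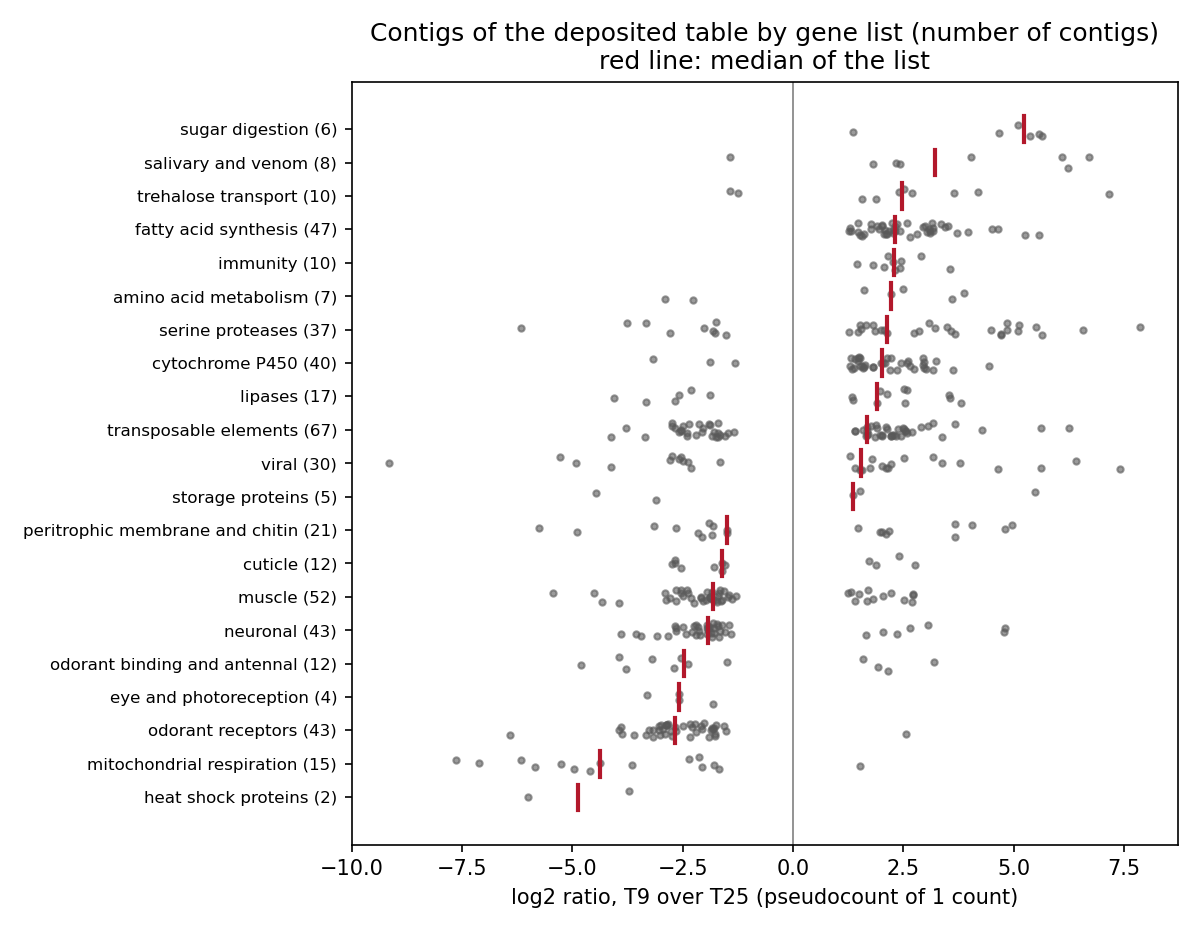
Log2 ratio of the T9 to the T25 library for each contig of 21 gene lists, with the number of contigs of a list in parentheses. Grey points are contigs, spread vertically only to keep them apart, and the red line is the median of the list. Contigs near 0 are missing because the table holds only contigs with a fold change of at least 2.35. The medians of the lists for peritrophic membrane and chitin, cuticle and muscle lie below 0 here and above 0 when the median of the ribosomal and housekeeping contigs is set to 0. Those contigs are a poor reference, with 6 of 16 matched to mammals.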

Many physiological and biochemical strategies help insects deal with stress conditions involving low temperatures [45]. KEGG analysis revealed that most of the cold-regulated DEGs were enriched in the ‘Metabolism’ pathways, including ‘metabolic pathway’, ‘fatty acid metabolism’, ‘biosynthesis of unsaturated fatty acids’, ‘fatty acid elongation’, ‘fatty acid biosynthesis’, ‘galactase metabolism’ and ‘starch and sucrose metabolism’. There are some similar results in the investigation into transcriptome responses to cold stress in the chrysomelid, *Galeruca daurica* [22], the ladybird, *Cryptolaemus montrouzieri* [21,22], and also the desert beetle, *Microdera punctipennis* [46].

In this study, we identified 15 serine protease protein genes from 215 up-regulated DEGs after cold stress (Supplementary Table S7), and also two chymotrypsin genes down-regulated (Supplementary Table S8). 

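Serine proteases, which digest dietary protein in the insect gut and also act in blood, were higher in the T9 library in 28 of 37 contigs and lower in 9, with a median log2 ratio of 2.13 (interval of the median 1.55 to 3.58). Summed over the list, 433329 counts were in T9 and 19748 in T25. Transmembrane protease serine 9-like (c106909_g1_i1) held the largest part with 162898 against 4329 counts, 34.8-fold (33.8 to 35.9) higher in T9. Contigs named chymotrypsin in Table S7 include c112594_g1_i1, 28.9-fold (27.9 to 30.1) higher, c67360_g1_i3, 45.5-fold (42.4 to 48.9) higher, and c102119_g1_i1, 95.0-fold (83.7 to 108) higher. Lower in T9 were the chymotrypsin-1-like contigs c87936_g5_i1, with 19 against 249 counts and 14.2-fold (8.88 to 23.9) lower, and c82058_g1_i1, with 2 against 200 counts and 108-fold (29.5 to 898) lower. In the authors' deposited table, 17 of the higher and 3 of the lower serine protease contigs have an adjusted p under 0.05.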

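Fatty acid synthases and fatty acyl-CoA reductases made up 32 contigs of the deposited table, and 32 of them were higher in the T9 library. Of these, 13 have an adjusted p under 0.05 in the authors' deposited table. The fatty acid synthase-like contig c79993_g1_i2, with 83 against 4 counts in T9 and T25, was 19.2-fold (7.22 to 72.1) higher in T9, and c87774_g2_i1 was 12.0-fold (7.20 to 21.3) higher. Among the reductases, which form fatty alcohols, c90634_g3_i2 was 43.8-fold (19.9 to 120.4) higher, c90634_g5_i1 29.8-fold (12.5 to 93.0) higher and c89805_g2_i2 4.78-fold (4.16 to 5.52) higher in T9.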

The accumulation of serine protease, predominantly chymotrypsin mRNA, indicates that adults are preparing for diet feeding and subsequent diapausing because, along with serine proteases, 12 fatty acid synthase and fatty acyl-CoA reductase continue to be expressed. This pattern is evident that regulation of fatty acid synthase and serine proteases is a part of the diapause program and not a result of other factors such as temperature, host availability, or feeding activities [47]. However, there are some reports of fatty acid accumulation in insects that were incubated under high-temperature stress [45,48]. One opinion is that fatty acids are hydrophobic, allowing insects to keep body water in hostile environments.

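Enzymes that split sugars were higher in the T9 library in 6 of 6 contigs, with a median log2 ratio of 5.23 (interval of the median 1.36 to 5.64). The family 31 glucosidase KIAA1161 (c35068_g1_i1) had 114034 against 4135 counts in T9 and T25 and was 25.5-fold (24.7 to 26.3) higher in T9. Maltase 1-like (c75529_g1_i1), with 100 against 1 counts, was 92.5-fold (16.2 to 3691) higher. Neutral α-glucosidase AB (c82309_g1_i1), which trims sugars from new glycoproteins and does not digest food, was 2.58-fold (2.43 to 2.73) higher. Facilitated trehalose transporters, which carry the blood sugar of insects across membranes, were higher in 8 of 10 contigs, with a median log2 ratio of 2.46 (interval of the median -1.25 to 4.19). Of these, Tret1 (c66989_g1_i4) was 5.69-fold (5.07 to 6.40) higher and the Tret1-like c88644_g1_i1, with 455 against 2 counts, 211-fold (57.9 to 1744) higher, while c83283_g2_i1 was 2.37-fold (2.22 to 2.55) lower in T9.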

The KEGG results revealed that carbohydrate metabolic processes, including ‘galactase metabolism’ and ‘starch and sucrose metabolism’ are the other main pathways and three α-glucosidae, as an important group of enzymes that are specialized in sugar digestion [49], are up-regulated when *S. japonica* is exposed to low temperatures, indicating *S. japonica* mainly metabolized sugar during low-temperature stress. In addition, several amino acids were detected and identified in cold stress conditions, including taurine, arginine, proline, alanine, aspartate, and glutamate (Figure 4), which have been previously reported [50,51,52,53]. Under the cold-stress condition, ants showed enriched pathways of both proline and arginine than room temperature-exposed ants, and contained an enriched pathway of glutamate, a precursor to arginine and proline (Figure 4, Supplementary Table S9). Together, these findings suggest that these polar and charged amino acids, and modulation of proline metabolism in particular, may be essential to the achievement of cold tolerance in *S. japonica*, as the same condition was observed for *Drosophila melanogaster* [50]. 

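Of 7 contigs of arginine, proline, glutamate and taurine metabolism, 5 were higher and 2 lower in the T9 library. Delta-1-pyrroline-5-carboxylate synthase (c81222_g1_i3), which starts proline synthesis from glutamate, had 29715 against 9022 counts in T9 and T25 and was 3.05-fold (2.98 to 3.12) higher in T9, the largest counts of the list, though it is outside Table S7. Argininosuccinate lyase (c87996_g2_i1), which makes arginine, was 5.62-fold (4.56 to 7.00) higher, and the ornithine decarboxylase 2-like contig c73664_g1_i1 4.69-fold (3.77 to 5.89) higher. The median log2 ratio of the list was 2.22, and its interval of -2.90 to 3.87 lies on both sides of 0.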

Glutamate is not only a metabolic precursor of arginine and proline, but also of glutathione [50], and ‘Glutathione metabolism’ was one of the recorded KEGG-enriched pathways in the ants that was exposed at low temperature in our findings (Figure 4, Supplementary Table S9). 

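Besides ornithine decarboxylase, Table S9 places 2 contigs under glutathione metabolism, both matched to the same S. invicta gene, and they lay on opposite sides. The contig c88709_g1_i1 had 12122 against 1118 counts in T9 and T25 and was 10.0-fold (9.44 to 10.7) higher in T9. The contig c90623_g1_i1, named aminopeptidase N, an enzyme that trims peptides, had 72 against 767 counts and was 11.5-fold (9.03 to 14.9) lower. Contigs matched to the same gene can share reads, so their separate values are uncertain.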

Cold acclimation also involved significant up-regulation of genes involved in immunity. Protein spaetzle, peptidoglycan-recognition protein, Toll-like receptor and transferrin-like peptide are associated with cold tolerance in *S. japonica*. 

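Spaetzle is the ligand of the Toll receptor, and the contig named protein spaetzle 5 in Table S7 (c78777_g1_i3) had 6493 against 159 counts in T9 and T25, 37.8-fold (32.3 to 44.5) higher in T9. Toll-like receptor 3 (c79982_g1_i2) was 5.50-fold (4.06 to 7.57) higher. Transferrin-like (c68675_g1_i1), an iron-binding protein of insect blood, had 17799 against 3439 counts and was 4.79-fold (4.62 to 4.97) higher, and lysozyme-like (c107247_g1_i1), which breaks bacterial cell walls, was 3.49-fold (3.21 to 3.79) higher. Each of the 10 contigs of the immunity list was higher in the T9 library, with a median log2 ratio of 2.28 (interval of the median 1.80 to 2.91). An adjusted p under 0.05 stands beside 5 of these 10 contigs in the authors' deposited table. The spaetzle contig is outside this list, since its deposited descriptions lack the name, and has an adjusted p under 0.05 as well.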

A relationship between cold exposure and immunity has also been suggested by numerous transcriptomic studies [54,55,56], although the nature of this relationship remains unclear [50]. Peritrophin genes related to the peritrophic membrane, which have been previously suggested, appear to be of great importance to insect cold tolerance [57] and are up-regulated in our insect model *S. japonica* when incubated at a low temperature (Supplementary Table S7).

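Peritrophins bind chitin in the membrane that lines the insect gut. Peritrophin-1-like contigs were higher in the T9 library: c118191_g1_i1 had 18220 against 1320 counts in T9 and T25, 12.8-fold (12.1 to 13.5) higher, and c48208_g1_i1 5370 against 393 counts, 12.6-fold (11.4 to 14.0) higher. The less abundant c72170_g1_i3 and c6255_g2_i1 were 17.5-fold (10.6 to 31.1) and 35.3-fold (16.9 to 88.6) higher. Peritrophin-48-like (c85316_g3_i2), of Table S8, had 5 against 165 counts and was 35.7-fold (15.0 to 111) lower. Mucins, proteins of mucus, lay on both sides, for example mucin-19 (c82864_g1_i1), chosen after its values were seen, 3.95-fold (2.83 to 5.62) higher and mucin-19-like (c84668_g1_i4) 2.83-fold (2.48 to 3.25) lower. Endochitinase (c84795_g1_i1), which degrades chitin, was 4.47-fold (3.40 to 5.96) lower, and among the contigs of Tables S7 and S8 the GO term chitinase activity was carried by 3 contigs higher and 1 lower in T9. Over the whole list of peritrophins, chitin enzymes and mucins 10 contigs were higher and 11 lower in T9, with 5 higher and 2 lower by the authors' adjusted p under 0.05 and 25524 counts in T9 against 4351 in T25. Its median log2 ratio was -1.50, turned to 0.41 with the median of the ribosomal and housekeeping contigs set to 0, and to 1.96 when names were sought in the protein description alone.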

In this research, we also discovered 12 DEGs related to odorant receptor proteins (ORPs) were down-regulated (Supplementary Table S8). This shows that the chemosensory system of *S. japonica* probably cannot respond properly to chemical cues in the environment at low temperatures. 

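Odorant receptors, the ion channels by which insect antennae detect smells, were lower in the T9 library in 42 of 43 contigs, with a median log2 ratio of -2.67 (interval of the median -2.90 to -2.20), and in 33 of 43 with the median of the ribosomal and housekeeping contigs set to 0. A further contig of the coreceptor (c89345_g8_i1) had 20 against 285 counts in T9 and T25 and was 15.4-fold (9.78 to 25.6) lower in T9. Odorant receptor 43a-like (c87039_g1_i1) was 6.56-fold (4.35 to 10.3) lower and odorant receptor 4-like (c76977_g1_i5) 7.65-fold (4.16 to 15.4) lower. The exception was odorant receptor 46a-like (c90076_g2_i1), named here because it alone lay the other way, 6.37-fold (3.15 to 14.6) higher in T9. The list of odorant-binding and antennal proteins, which also holds sensory neuron membrane proteins and ejaculatory bulb-specific proteins, was lower in 8 of 12 contigs (median log2 ratio -2.46, interval of the median -3.79 to 1.93), among them general odorant-binding protein 69a-like (c112576_g1_i1), with 1751 against 14950 counts and 9.23-fold (8.78 to 9.70) lower, and general odorant-binding protein 72 (c112589_g1_i1), 6.53-fold (5.97 to 7.14) lower. Among the 4 higher ones is c86453_g1_i1, matched by nucleotide to pheromone-binding protein Gp-9-like. It had 7221 against 1747 counts and was 3.82-fold (3.63 to 4.03) higher in T9. In the authors' deposited table, 10 of these 43 contigs, lower in T9, and 0 higher ones have an adjusted p under 0.05; Table S8 names 2 further contigs odorant receptors (c115467_g1_i1 and c90572_g1_i6), with an adjusted p under 0.05 too, whose deposited descriptions lack the word. Only 7 of the 43 reach a total of 100 counts. From the lower odorant receptors, the paper proposes that the ants probably cannot respond properly to chemical cues at low temperatures.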

Microarray transcriptomic studies of the third antennal segment of high-temperature-acclimated *Drosophila* revealed that four ORPs were up-regulated and five of them down-regulated. Indeed, low temperature and some stress conditions such as starvation have been connected to alteration of some ORPs [58]. 

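Genes for the mitochondrial respiratory chain were lower in the T9 library in 14 of 15 contigs, with a median log2 ratio of -4.39 (interval of the median -5.85 to -2.07). Their best matches divide them into 9 contigs of ants and 6 of mammals, and the median was -2.13 over the 9 contigs of ants and -2.42 with 1 value per annotation identifier. Among the ant contigs, cytochrome b (c13543_g1_i1) had 136142 against 402232 counts in T9 and T25 and was 3.19-fold (3.17 to 3.21) lower, NADH dehydrogenase subunit 1 (c90899_g1_i1) was 4.37-fold (4.32 to 4.41) lower and subunit 4 (c44372_g1_i1) 4.20-fold (4.13 to 4.27) lower. ATP synthase subunit 6 (c118149_g2_i1), part of the enzyme that makes ATP, was 5.15-fold (4.91 to 5.40) lower, and NADH dehydrogenase subunit 2 (c96614_g1_i1) 12.6-fold (11.6 to 13.8) lower. Subunits 6 (c13543_g2_i1) and 4L (c90934_g1_i1) were 21.5-fold (15.3 to 31.1) and 25.6-fold (15.8 to 44.3) lower. The contigs best matched to the mouse had 1 or 2 counts in T9: ATP synthase subunit 6 (c34823_g1_i1) had 1 against 374 counts and was 404-fold (72.1 to 16006) lower, and NADH dehydrogenase subunit 5 (c82822_g1_i1) had 2 against 107 counts and was 57.8-fold (15.6 to 484) lower. The contig higher in T9 was the Rieske subunit of cytochrome b-c1 (c82662_g1_i1), named here after its value was seen, 2.93-fold (2.00 to 4.39) higher. The 14 lower contigs are all described as genes of the mitochondrial genome, and the Rieske contig is not. The list therefore says little about respiratory genes of the nucleus.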

Under cold treatment, several enzymes, including NADH dehydrogenase subunit and ATP synthase subunit that are involved in ‘oxidation phosphorylation’ pathway, were significantly down-regulated. This was consistent with findings of cold tolerance of a lepidopteran insect, *Eogystia hippophaecolus* [43]. The CYP family is also a superfamily associated with oxidative metabolism. It has been previously reported that CYP is related to temperature regulation [44,59]. 

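Cytochrome P450s oxidise hormones, fats and foreign compounds, and 37 of 40 contigs were higher in the T9 library, with a median log2 ratio of 2.02 (interval of the median 1.55 to 2.43). Cytochrome P450 4g15 (c39730_g1_i1), of a family that makes cuticular hydrocarbons, had 79263 against 5932 counts in T9 and T25 and was 12.4-fold (12.0 to 12.7) higher, and the 4g15-like c89628_g4_i1 7.70-fold (7.51 to 7.89) higher. Cytochrome P450 6a14 (c85681_g1_i1) was 6.71-fold (6.47 to 6.96) higher and cytochrome P450 6k1-like (c68751_g1_i1) 21.9-fold (18.4 to 26.2) higher. NADPH-cytochrome P450 reductase (c87162_g1_i4), which passes electrons to these enzymes, was 7.84-fold (5.85 to 10.7) higher. In the authors' deposited table, 11 of the contigs higher in T9 have an adjusted p under 0.05, while cytochrome P450 9e2-like (c89911_g3_i2) of Table S7 has an adjusted p of 0.0501.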

In the present study, several genes encoding CYP (10 mRNAs) were also found to be significantly up-regulated under cold stress. However, two genes related to CYP were down-regulated at low temperatures.

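Cytochrome P450 305a1 (c73804_g1_i2) was among 3 cytochrome P450 contigs lower in the T9 library, with 8 against 75 counts in T9 and T25, 10.1-fold (4.89 to 24.3) lower. In the authors' deposited table it is the 1 contig of these with an adjusted p under 0.05.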

HSP, as a highly conserved molecular chaperone, plays an important role in organism responses to stressor conditions, such as cold hardiness, that can have an effect on the folding and functional conformation of proteins [28,60]. Compared with previous studies that proved HSP genes can be induced to express by cold and heat stress [44,60], we could not find many HSPs. 

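Heat shock proteins help other proteins to fold, and the deposited table holds 2 such contigs, neither with an ant as best match. The contig c90598_g2_i3, best matched to a storage mite, had 1 against 121 counts in T9 and T25 and was 131-fold (23.0 to 5207) lower in T9. The contig c94540_g1_i1, best matched to a human heat shock 70 kDa protein 8, had 1 against 24 counts and was 25.9-fold (4.23 to 1067) lower. Mammals were also the best match of other abundant housekeeping genes lower in T9, such as elongation factor 1-alpha (c84900_g2_i1), with 2 against 209 counts. With 1 count in T9 for each heat shock contig, these ratios have wide counting intervals.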

We found just two HSPs (Table S8) that were down-regulated by cold stress at 9 °C for 24 h. There is a report that many HSP genes are differentially expressed under the cold (9 °C for 24 h) in ladybirds [21]. Tusong et al. 2016, also discovered seven HSPs (HSP90 and HSP70) up-regulated by cold stress in a coleopteran insect, *Metapogon punctipennis* [46]. This difference might be due to the differences in HSPs, insect species, and intensity of temperature treatment. As reported, sex intensity of treatment and insect strain can be affected by HSP induction [22,35].

## 5. Conclusions

The recent analysis discovered many DEGs, but their roles at low temperatures are unknown. However, determining the molecular pathways underlying a complicated process purely on the basis of the involvement of these DEGs is difficult, but it will be fascinating if the significance of these DEGs is elucidated in the future. In conclusion, we present a global survey of the transcriptome profile in *S. japonica* under cold stress condition using RNA-Seq technology. Comparative transcriptome study showed numerous genes and pathways that are ubiquitous under cold stress, leading to speculation on the molecular basis of this fire ant. This is the first study of cold stress induction in *S. japonica* and we first identified genes in this study, including some functionally unknown genes. These newly found genes may be important specifically in the cold environment. Our data will facilitate further molecular investigations into the cold tolerance of *S. japonica* and provide new insights into insect adaption to the harsh environment.

## Figures and Tables

**Figure 1:**
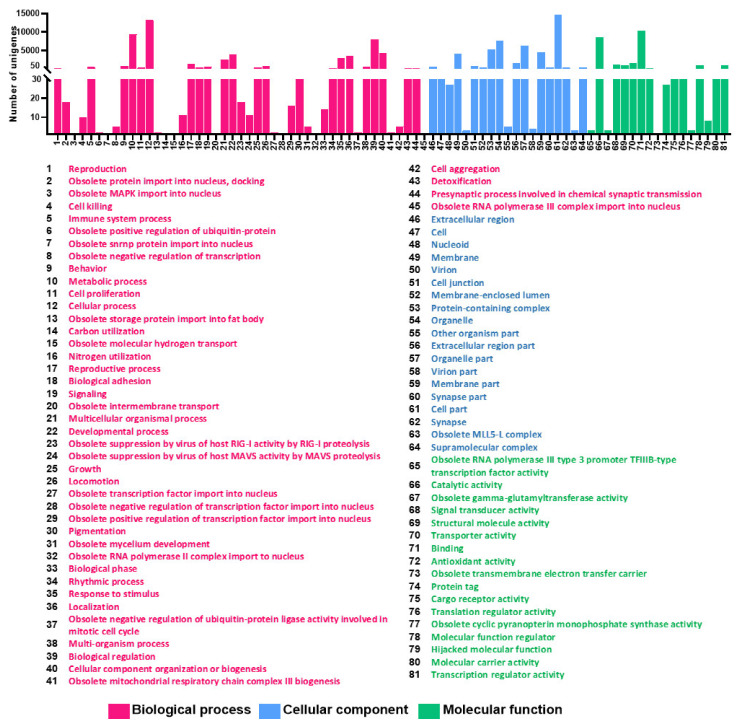
Annotations of the annotated unigenes. The Gene Ontology (GO) classification of all annotated unigenes. A total of 20,645 unigenes were assigned to three main GO categories of ‘Biological process with 45 functional subcategories’, ‘Cellular component with 19 functional subcategories’ and ‘Molecular function with 17 functional subcategories’. The *Y*-axis shows the number of genes in each category. The numbers on the X-axis in each figure correspond to functional subcategories for which a definition is provided.

**Figure 2:**
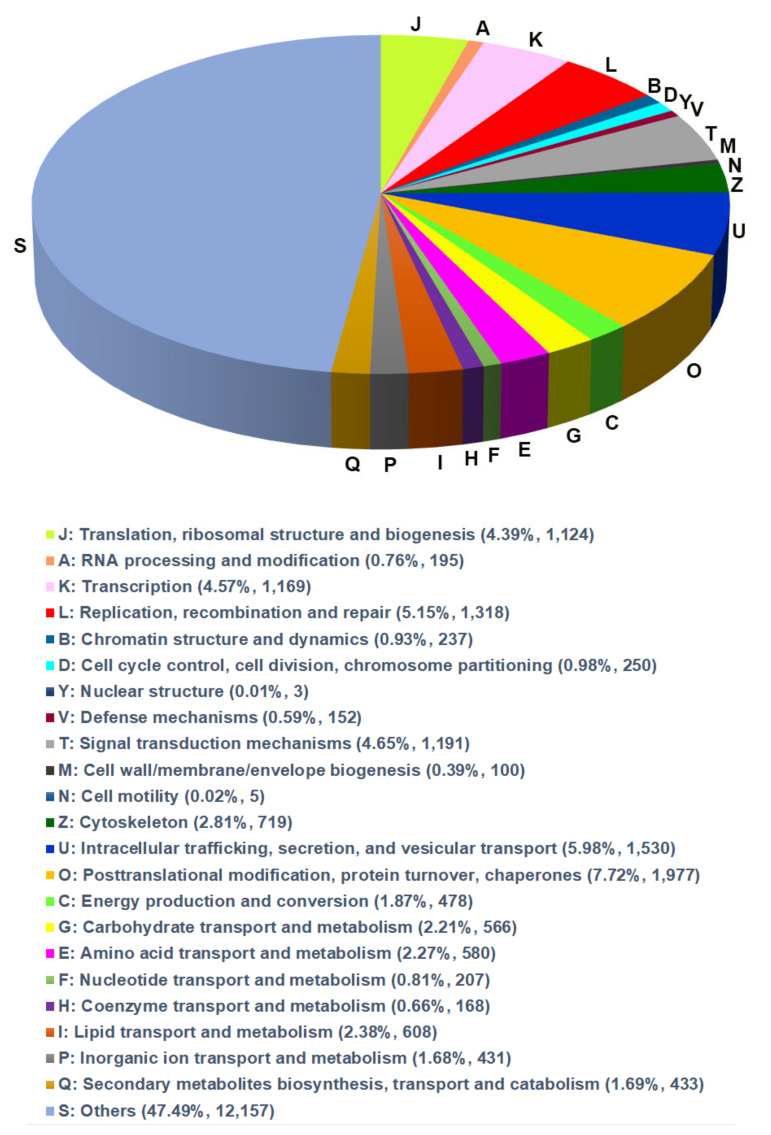
Annotations of the annotated unigenes. The annotated unigenes are mapped to the annotation of the corresponding orthologous groups in EggNOG (evolutionary genealogy of genes) database.

**Figure 3:**
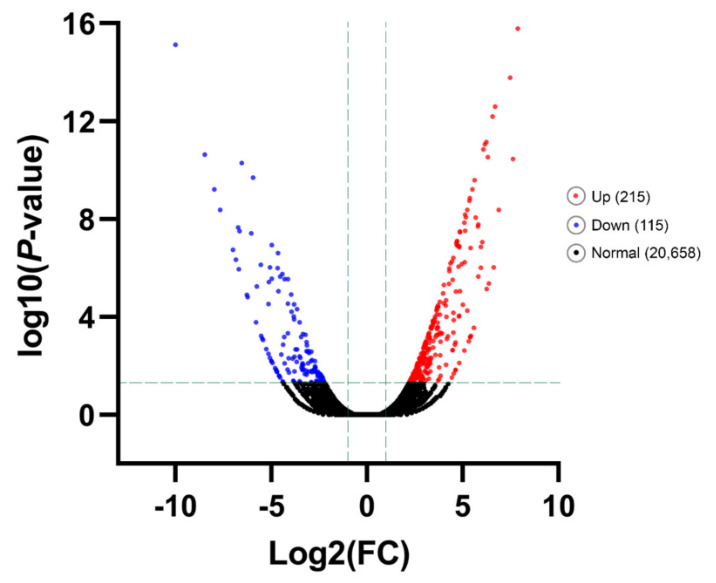
Significant Differentially Expressed Gene (DEG) analysis. The number of all up- and down-regulated contigs based on *p*-value < 0.05 and log_2_FC ≥ 1 or log_2_FC ≤ −1 of comparison pairs was plotted. Volcano diagram for distribution of the identified DEGs in treatment group T9 in comparison with T25 as control was plotted. Red and blue points represent the significant DEGs with *p*-value < 0.05 and log_2_FC ≥ 1 or log_2_FC ≤ −1 and black ones show those without significant DEGs, respectively.

**Figure 4:**
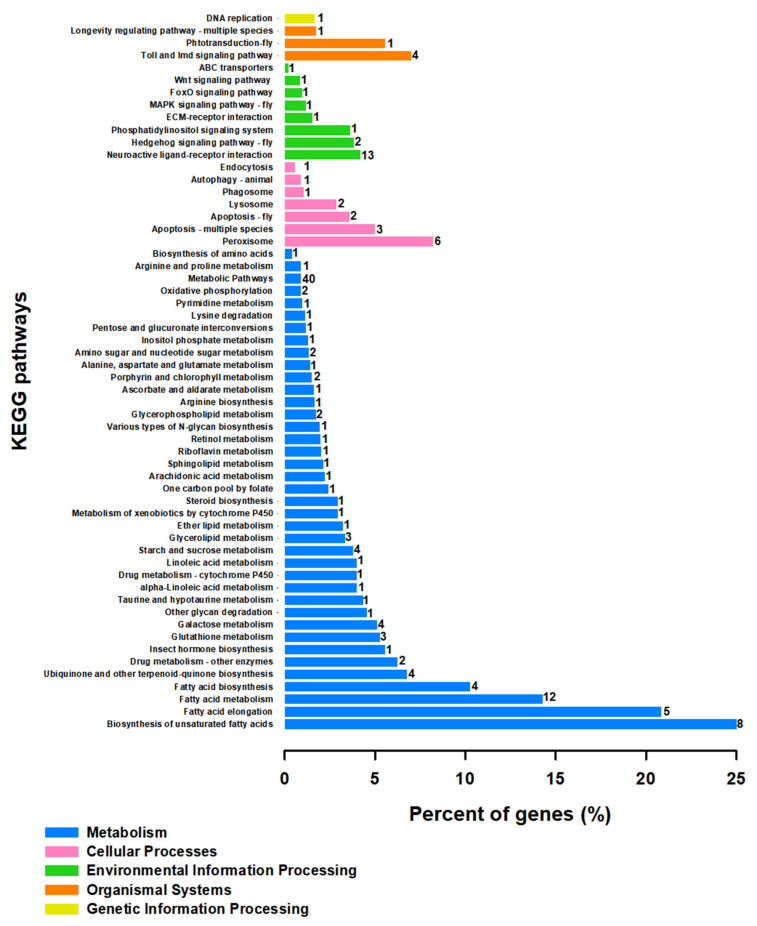
Analysis of significant KEGG pathways enrichment in the specific differentially expressed genes (DEGs) (*p*-value < 0.05, log_2_FC ≥ 1, ≤ −1) coregulated by cold temperature stresses. The Y-axis indicates the KEGG pathways, and the *X*-axis indicates the percentage of unigenes in each pathway, indicated on the left side of bars. The numbers on the right side of bars show the numbers of DEGs significantly enriched in the relevant pathways.

**Figure 5:**
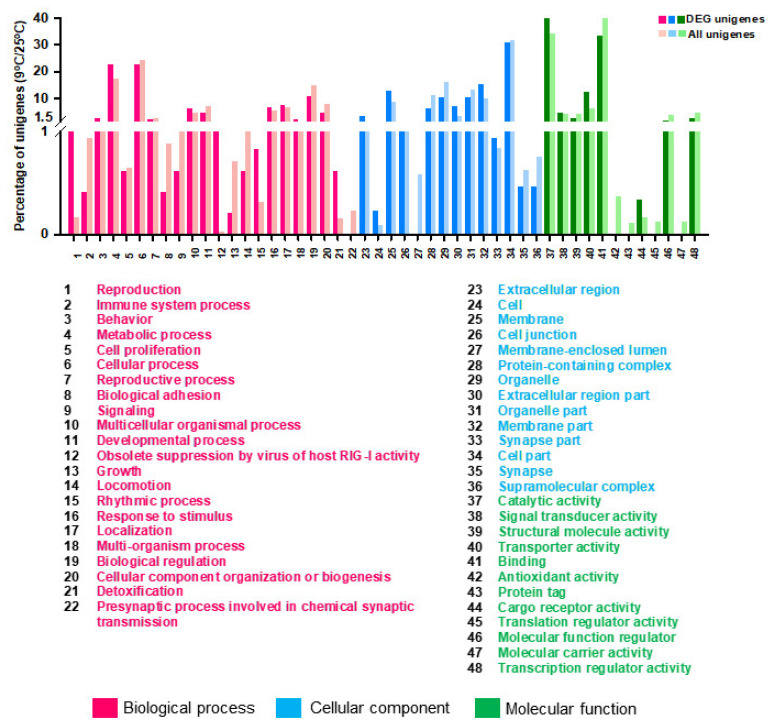
Gene Ontology (GO) annotations of the specific Differentially Expressed Genes (DEGs) (*p*-value < 0.05, log_2_FC ≥ 1, ≤ −1) coregulated by cold temperature stresses in comparison to all DEGs. Go terms are summarized in three main categories of ‘Biological process’, ‘Cellular component’ and ‘Molecular function’. The Y-axis shows the percentage of unigenes in each category.

**Figure 6:**
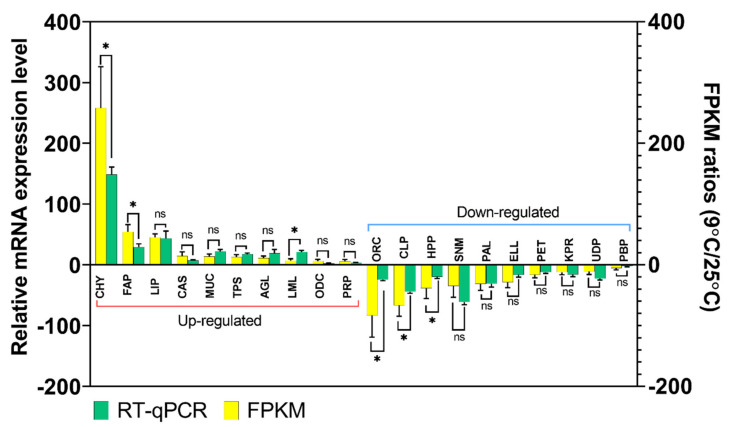
Differentially Expressed Genes (DEGs) validation by RT-qPCR in comparison to corresponding folding change (FC) data detected in RNA-Seq. Relative genes expression (T9/T25) is shown as the ratio of them per *rpl32.* Each treatment includes three technical replicates. Asterisks above standard deviation bars indicate significant difference between groups at Type I error = 0.05 (LSD test). The letter ‘ns’ stands for a non-significant difference between groups.

**Table 1:** Statistics of annotation analysis of unigenes.

Database	Unigene	300 ≤ Length < 1000	Length ≥ 1000
NT_Annotation	29,598 (33.01%)	11,806	11,029
NR_Annotation	32,782 (36.56%)	12,648	10,156
Pfam_Annotation	20,267 (22.61%)	6890	8242
EggNOG_Annotation	26,823 (29.92%)	9520	9796
KO_EUK_Annotation	29,144 (32.51%)	10,924	9738
KO_PRO_Annotation	6889 (7.68%)	2126	3564
KO_BAC_Annotation	6376 (7.11%)	1877	3469
KO_BAC.NUC_Annotation	242 (0.27%)	79	115
GO_Annotation	20,645 (23.03%)	6775	8254
UniProt_Annotation	19,121 (21.33%)	6182	7782

**Table 2:** Statistics of Open Reading Frame (ORF) prediction.

Assembly	Total Unigene		ORF Predicted Unigene	Single ORF Predicted Unigene	Multiple ORF Predicted Unigene
Merge	89,657		19,384 (21.62%)	16,956 (87.47%)	2428 (12.53%)
**Assembly**	**No. of ORF**	**Complete**	**Internal**	**5′ partial**	**3′ partial**
Merge	22,442	9904 (44.13%)	6116 (27,25%)	4790 (21.34%)	1632 (7.27%)

**Table 3:** Significantly enriched gene ontology (GO) terms in the differentially expressed genes (DEGs) coregulated by cold stresses.

GO Term	Unigenes	DEGs (FC ≥ 2, FC ≤ −2)	Corrected *p*-Value
**Biological Process**			
Cellular process	13,159 (24.32%)	109 (22.52%)	0.003627
Metabolic process	9319 (17.22%)	110 (22.73%)	4.8 × 10^−5^
Biological regulation	8026 (14.83%)	52 (10.74%)	0.004567
Developmental process	3838 (7.09%)	23 (4.75%)	0.002454
Cellular component	3971 (7.45%)	65 (1.63%)	2.85 × 10^−5^
Localization	3515 (6.5%)	36 (7.44%)	0.000132
**Cellular Component**			
Cell part	14,694 (31.76%)	132 (30.91%)	0.000105
Organelle	7513 (16.24%)	45 (10.54%)	0.00182
Membrane part	4536 (9.8%)	65 (15.22%)	0.036674
Protein-containing complex	5210 (11.26%)	26 (6.09%)	0.000455
Membrane	3978 (8.6%)	55 (12.88%)	0.004567
Organelle part	6190 (13.38%)	45 (10.54%)	1.02 × 10^−9^
**Molecular Function**			
Binding	10,355 (41.73%)	97 (33.22%)	3.29 × 10^−14^
Catalytic activity	8531 (34.38%)	124 (42.47%)	0.00136
Transporter activity	1565 (6.31%)	36 (12.33%)	5.71 × 10^−6^

## Data Availability

NGS data of *Solenopsis japonica* used in this study has been deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/, accession No, GSE155469) and the Sequence Read Archive (SRA) (https://www.ncbi.nlm.nih.gov/sra, accession No. SRP274474).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12101610/s1, Table S1: Primer sequences used in this study. Table S2: Project information of transcriptome analysis. Table S3: Summary of data production (Raw data statistics results). Table S4: Summary of data production (Trimming data statistics results). Table S5: De novo transcriptome assembly statistics. Table S6: Clustering transcripts into unigenes. Table S7: Specific and core T9 associated DEGs in compare with T25 that up-regulated (*p*-value < 0.05, log2FC ≥ 1). Table S8: Specific and core T9 associated DEGs in compare with T25 that down-regulated (*p*-value < 0.05, log2FC ≤ −1). Tabls S9: Associated genes related to pathways enrichment base on KEGG classification (*p*-value < 0.05, log2FC ≥ 1, ≤ −1). Table S10: Significantly enriched GO terms in the DEGs coregulated by cold stresses, 9℃, (T9) in compare with T25, (*p*-value<0.05, log2FC ≥ 1, ≤ −1).

# Supplementary material for: Comparative RNA-Seq Analyses of Solenopsis japonica (Hymenoptera: Formicidae) Reveal Gene in Response to Cold Stress
**Source:** Genes (Basel). 2021 Oct 13;12(10):1610. doi: 10.3390/genes12101610
**Supplement:** Supplementary file 1

GENES

Comparative RNA-Seq analyses of *Solenopsis japonica* (Hymenoptera: Formicidae) reveal gene in response to cold stress

Mohammad Vatanparast, Youngjin Park*

Plant Quarantine Technology center, Animal and Plant Quarantine Agency, Gimcheon, Korea

Supplementary data

Table S1. Primer sequences used in this study.

Table S2. Project information of transcriptome analysis.

Table S3. Summary of data production. Raw data statistics results. Q20 and Q30 are Ratio (%) of bases that have phred quality score greater than or equal to 20 or 30, respectively.

Table S4. Summary of data production. Trimming data statistics results. Adapter sequences were removed. Q20 and Q30 are Ratio (%) of bases that have phred quality score greater than or equal to 20 or 30, respectively.

Table S5. *De novo* transcriptome assembly statistics. The *de novo* assembly of merged data was carried out using Trinity software. N[x] length statistic: At least x % of the assembled transcript nucleotides are found in contigs that are at least of Nx length.

Table S6. Clustering transcripts into unigenes. Longest contigs of the assembled contigs are filtered and clustered into the non-redundant transcripts using CD-HIT-EST program. N[x] length statistic: At least x % of the assembled transcript nucleotides are found in contigs that are at least of Nx length.

Table S7. Specific and core T9 associated DEGs in compare with T25 that up-regulated (P -value <0.05 , $\log_2FC \geq 1$).

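Table S7 lists 215 contigs with their values in both libraries. In Tables S7 and S8 the columns headed FPKM hold the read counts of the deposited table for 330 of 330 contigs and its FPKM values for 0, so a difference in contig length is not corrected in them. The folds of both tables are within 1% in size of the deposited folds for 330 contigs.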

Table S8. Specific and core T9 associated DEGs in compare with T25 that down-regulated (P -value <0.05 , $\log_2FC \leq -1$).

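Table S8 lists 115 contigs. Of these, 22 have 1 count in the T9 library and 8 have a mammal as best match. In laccase-3-like (c77963_g2_i1), an enzyme that oxidises phenols, the printed fold is positive as the paper's 17.82, while the counts are 2 against 35 in T9 and T25, so that the contig was 18.9-fold (4.86 to 162) lower in T9. Over Tables S7 and S8 together, 66 of 330 contigs have 3 or fewer counts in the library with the lower count.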

Table S9. Associated genes related to pathways enrichment base on KEGG classification (P -value <0.05 , $\log_2FC \geq 1, \leq -1$).

Table S10. Significantly enriched GO terms in the DEGs coregulated by cold stresses, 9°C, (T9) in compare with T25, (P -value <0.05 , $\log_2FC \geq 1, \leq -1$).

Table S1.

Primer for unigenes	Abbreviation	Use	Orientation	Sequence (5' - 3')	Annealing temperature (°C)	Amplicon (bp)
Sj_chymotrypsin	CHY	qPCR	Forward<br>Reverse	GGAGCAAGTTTGTGCGTATAAC<br>GCCAATCCGACGAGTTTCT	52	99
Sj-fatty acids protein	FAP	qPCR	Forward<br>Reverse	AAGCCTCGGTCCAAGATTAAATA<br>GGCAGATCAACGTACCAAAGA	52	106
Sj-lipase 3-like	LIP	qPCR	Forward<br>Reverse	TTGGCAACACACGAGGTAATA<br>CATGGCAGGAAGGTCTGTA	52	116
Sj-caspase-1-like	CAS	qPCR	Forward<br>Reverse	CGCGAAGGACGACAAATACAGA<br>TTGCAAGCCTGGATGAAGAATAG	52	107
Sj-mucin-17-like	MUC	qPCR	Forward<br>Reverse	CCGTTCTCCAGGACGATAAAC<br>GAGACGACCCATGAAAGTAACA	52	109
Sj-transmembrane protease	TPS	qPCR	Forward<br>Reverse	GATCAGGACGTTAAGACCAATGA<br>ATGAGGATGTTGACTCGTTGTAG	52	104
Sj-alpha-glucosidase	AGL	qPCR	Forward<br>Reverse	GTGGAGGGCTTTCGTATTGA<br>CGTAGTCATCCGGTGGTAAAG	52	100
Sj-luciferin 4-monooxygenase	LML	qPCR	Forward<br>Reverse	ACTACTCGCATTGTCATCTTCC<br>CGGGCACGTTTGCTTATTAC	52	130
Sj-ornithine decarboxylase	ODC	qPCR	Forward<br>Reverse	CAAGCCGACCGGATCATATT<br>TTCGCTGTCGGCAGTTATC	52	99
Sj-peptidoglycan-recognition protein	PRP	qPCR	Forward<br>Reverse	CCGGGTAGGGTAACATACACT<br>GCAAGATAAGGGACAGCTACAA	52	100
Sj-odorant receptor	ORC	qPCR	Forward<br>Reverse	GATCTAAGGACACCGTGAAGAA<br>GATGGATCGGAGGAAGCTAAA	52	103
Sj-chitinase	CLP	qPCR	Forward<br>Reverse	TCGTTGTATCCGAGCATTCC<br>AGCCTTCACTCTTGCTGATAAA	52	108
Sj-homeobox protein	HPP	qPCR	Forward<br>Reverse	GGACGAGTGGTACAACAAGAG<br>CTCTCGCCTCCGTTTACAATTA	52	113
Sj-sensory neuron membrane	SNM	qPCR	Forward<br>Reverse	CGGCCACGTCTTCATTATT<br>CGAGAGGATGGTTACGGTTTAG	52	113
Sj-phospholipase A1	PAL	qPCR	Forward<br>Reverse	TTGCCACGAGTTCACCTATC<br>GCGAGACGGCACTTGTAAATA	52	123
Sj-elastin	ELL	qPCR	Forward<br>Reverse	GTGTTAGCGGCTGAGAAGAA<br>CCGTAGGTCGAGATACCATCTA	52	104
Sj-peritrophin	PET	qPCR	Forward<br>Reverse	GCGATTGCTCAAGGAATTGTATC<br>CAACCGTGTTCACCTTCTTTC	52	97
Sj-keratinocyte	KPR	qPCR	Forward<br>Reverse	CCCTTAACGACCACTGGATATG<br>CAAGGTCCCGGTGCGAAATAG	52	90
Sj-glucuronosyltransferase	UDP	qPCR	Forward<br>Reverse	AGCATCCGGAAGTACGTAAGA<br>CTATGCGCCAAGGCATACAA	52	106
Sj-paired box protein	PBP	qPCR	Forward<br>Reverse	GAGGAGTTGTGCTCCGAATTAC<br>CGGGCGTGACGATTCTTTAT	52	99
Sj_rpl32	<i>rpl32</i>	qPCR	Forward<br>Reverse	GCAACTGGCGTAAACCAAAG<br>CTTGCGGAAACCAGTAGGTAG	52	131

Table S2.

Project information	
Read Length	101
Library Kit	TruSeq Stranded mRNA LT Sample Prep Kit
Library Protocol	TruSeq Stranded mRNA Sample Preparation Guide, Part # 15031047 Rev.
Reagent	TruSeq 3000 4000 SBS Kit v3
Sequencing Protocol	HiSeq 3000 4000 System User Guide Document # 15066496 v05 HCS 3.3.52
Sequencing Control Software	HCS 3.3.52

Table S3.

Index	Sample ID	Total read bases	Total reads	Throughput (Gb)	GC (%)	Q20 (%)	Q30 (%)
1	T25	13,180,831,280	130,503,280	13.25	40.03	97.35	93.51
2	T9	12,894,845,134	127,671,734	12.9	43.36	98.41	95.51

Table S4.

Index	Sample ID	Total read bases	Total reads	Throughput (Gb)	GC (%)	Q20 (%)	Q30 (%)
1	T25	12,543,606,644	126,549,750	12.6	40.14	98.53	95.4
2	T9	12,499,689,974	124,945,436	12.5	43.37	99.05	96.63

Table S5.

Assembly	Merge	
	All transcript contigs	Only longest isoform per 'gene'
Total trinity 'genes'	89,763	89,763
Total trinity transcripts	118,655	89,763
Percent GC	41.71	41.74
N90	302	258
N80	492	349
N70	811	498
N60	1,290	748
N50	1,853	1,194
N40	2,477	1,831
N30	3,204	2,631
N20	4,217	3,635
N10	5,720	5,219
Maximum contig length	16,238	16,238
Minimum contig length	201	201
Median contig length	390.0	334.0
Average contig length	876.07	676.49
Total assembled bases	103,950,075	60,723,397

Table S6.

Assembly	Merge	
	Only longest isoform<br>per 'gene'	Clustered<br>Contig<br>'Unigene'
Total 'genes'	89,763	89,657
Percent GC	41.74	41.74
N90	258	258
N80	349	349
N70	498	498
N60	748	748
N50	1,194	1,195
N40	1,831	1,832
N30	2,631	2,633
N20	3,635	3,638
N10	5,219	5,222
Maximum contig length	16,238	16,238
Minimum contig length	201	201
Median contig length	334.0	334.0
Average contig length	676.49	676.76
Total assembled bases	60,723,397	60,676,578

Table S7.

No	Contig	Gene	Accession number	Fold change	FPKM	
					T9	T25
1	c17281_g1_i1	Chymotrypsin-2-like	LOC105200925	235.9	13033	51
2	c88644_g1_i1	Facilitated trehalose transporter Tret1-like	LOC105198897	198.65	455	2
3	c90698_g1_i1	Genome polyprotein	GO:0039520	178.76	3307	17
4	c78533_g1_i1	Genome polyprotein	GO:0039546	118.34	271	2
5	c88505_g1_i1	Salivary secreted peptide	LOC105196694	103.82	42533	379
6	c69835_g1_i1	Retinoid-inducible serine carboxypeptidase-like	LOC105200222	98.41	119	1
7	c102119_g1_i1	Chymotrypsin-1-like	LOC108727998	94.95	24637	240
8	c75529_g1_i1	Maltase 1-like	LOC105828798	82.72	100	1
9	c90583_g2_i3	Reverse ribonuclease integrase	LOC105205348	79.39	1726	20
10	c107777_g1_i1	Rho gtpase-activating protein	GO:0005096	76.94	93	1
11	c88505_g2_i1	Salivary secreted peptide	LOC105196696	75.54	16092	197
12	c106856_g1_i1	Protein G12-like	LOC105201876	71.89	38543	496
13	c85916_g1_i1	Salivary secreted peptide	LOC105196697	68.28	29448	399
14	c70911_g1_i2	Protein amnionless-like	LOC105197205	65.29	220	3
15	c74904_g1_i2	Vitellogenin-3	LOC105205783	62.03	142	2
16	c81173_g1_i1	Genome polyprotein	GO:0039544	61.73	208	3
17	c73740_g2_i1	Alpha-glucosidase-like	GO:0003824	56.42	373	6
18	c85360_g2_i1	Monocarboxylate transporter 9	LOC105193726	56.36	129	2
19	c65440_g1_i3	Histone-lysine N-methyltransferase SETMAR-like	LOC105201911	55.36	366	6
20	c89980_g2_i1	Fatty acyl-coa reductase 1	LOC105200177	51.56	508	9
21	c88786_g3_i1	Transmembrane protease serine 9-like	LOC105200924	49.74	27634	514
22	c80861_g2_i2	Cell wall integrity and stress response component 4-like	LOC105198571	48.02	58	1
23	c67360_g1_i3	Chymotrypsin-1-like	LOC105193271	45.51	38463	782
24	c89457_g1_i1	Replicase polyprotein	APG78588.1	43.07	52	1
25	c90634_g3_i2	Fatty acyl-coa reductase 1-like	LOC105204137	42.96	284	6
26	c87865_g1_i1	Sulfotransferase 4A1-like	LOC105199217	42.24	51	1
27	c89069_g2_i1	Leishmanolysin-like peptidase	LOC105568028	42.24	51	1

28	c80199_g1_i1	Alpha-glucosidase-like	LOC105193841	41.4	94084	2103
29	c90078_g1_i1	Envelope fusion protein	GO:0006508	40.81	15837	359
30	c66350_g1_i1	ATP-dependent DNA helicase Q4	LOC105193681	39.76	48	1
31	c80341_g1_i1	Gamma-aminobutyric acid receptor alpha-like	LOC105194410	38.03	87	2
32	c78777_g1_i3	Protein spaetzle 5	LOC105207756	37.76	6493	159
33	c78799_g1_i1	Transient receptor potential cation channel protein painless-like	LOC105194898	35.87	3803	98
34	c73740_g3_i1	Alpha-glucosidase-like	LOC105193841	35.08	1028	27
35	c106909_g1_i1	Transmembrane protease serine 9-like	LOC105194706	34.82	162898	4329
36	c6255_g2_i1	Peritrophin-1-like	LOC105200309	34.72	267	7
37	c112792_g1_i1	Chymotrypsin-1-like	LOC105193272	34.28	2894	78
38	c67341_g1_i1	Rrna promoter binding protein	GO:0003690	33.98	41	1
39	c79791_g1_i1	Aquaporin aqpae.a-like	LOC105207509	30.96	305	9
40	c90634_g5_i1	Fatty acyl-coa reductase 1-like	LOC108770070	29.12	161	5
41	c112594_g1_i1	Chymotrypsin-1	LOC105197985	28.94	87724	2805
42	c88786_g2_i2	Chymotrypsin-2-like	LOC105200925	28.93	19076	610
43	c74709_g1_i4	Neuronal acetylcholine receptor subunit alpha-2-like	LOC105203848	28.43	1079	35
44	c88620_g1_i3	Dappudraft	GO:0048869	28.42	1017	33
45	c80784_g2_i1	Serine protease 53-like	LOC105200928	28.21	95	3
46	c44190_g1_i1	Netrin-A-like	LOC105200681	27.73	423	14
47	c79489_g1_i1	Putative serine protease K12H4.7	LOC105196079	26.54	2298	80
48	c84339_g1_i1	Chymotrypsin-2-like	LOC105193273	26.3	10746	378
49	c101808_g1_i1	Zinc carboxypeptidase-like	LOC105196175	26.23	24838	876
50	c35068_g1_i1	Glucosidase KIAA1161	LOC105194525	25.52	114034	4135
51	c76260_g1_i1	Homeobox homolog Ptx1	LOC108760525	24.94	57	2
52	c88504_g1_i1	Uridine 5'-monophosphate synthase-like	LOC105201038	24.89	30	1
53	c114158_g1_i1	Cysteine sulfinic acid decarboxylase	LOC105202384	24.89	30	1
54	c88969_g4_i1	Mrna cap guanine-N7 methyltransferase-like	LOC105207514	24.06	55	2
55	c89980_g1_i1	Fatty acyl-coa reductase 1	LOC105200177	23.05	2120	85
56	c8622_g1_i1	Facilitated trehalose transporter Tret1-like	LOC105460343	22.88	77	3
57	c88341_g3_i1	Dopamine N-acetyltransferase-like	LOC108763120	22.32	437	18
58	c90297_g13_i1	Inositol-trisphosphate 3-kinase A	LOC105199246	22.32	51	2
59	c68751_g1_i1	Cytochrome P450 6k1-like	LOC105199236	21.86	3215	136

60	c85495_g1_i1	Dehydrogenase-like oxidoreductase	LOC105195503	21.59	26	1
61	c107020_g1_i1	Cytochrome b5-like	LOC105202306	19.93	2048	95
62	c90507_g5_i3	UDP-glucuronosyltransferase 2B31-like	LOC105197256	19.74	4439	208
63	c79993_g1_i2	Fatty acid synthase-like	LOC105198161	18.67	83	4
64	c76163_g1_i1	DDB1- and CUL4-associated factor 8-like	LOC105143086	18	80	4
65	c88646_g1_i3	Juvenile hormone-binding protein-like	LOC105203826	17.91	157	8
66	c119320_g1_i1	4-coumarate--coa ligase 1-like	LOC105196063	17.52	40	2
67	c72170_g1_i3	Peritrophin-1-like	LOC105200311	17.4	303	16
68	c89849_g6_i9	Sodium/potassium/calcium exchanger 3-like	LOC105457875	16.31	425	24
69	c88505_g3_i1	Salivary secreted peptide	LOC105196698	16.3	17106	971
70	c81590_g1_i2	Sodium- and chloride-dependent glycine transporter 2-like	LOC105202689	15.9	1291	75
71	c87356_g3_i1	Genome polyprotein	GO:0039544	14.49	127	8
72	c66823_g1_i1	Chymotrypsin-like protease CTRL-1	LOC105206213	14.18	63	4
73	c86744_g1_i1	Putative inorganic phosphate cotransporter	LOC105196548	14.11	383	25
74	c78680_g1_i1	Pancreatic triacylglycerol lipase-like	LOC105199576	14.02	2683	177
75	c97242_g1_i1	Zinc finger protein	KIAA0543	13.68	46	3
76	c93266_g1_i1	Neutral ceramidase-like	LOC108688619	13.59	31	2
77	c113360_g1_i1	Elongation of very long chain fatty acids protein 7-like	LOC105207261	13.23	2675	187
78	c49886_g1_i1	Transmembrane protease serine 9-like	LOC105194706	13.2	244	17
79	c88262_g1_i1	Furin-like protease 1, isoforms 1/1-X/2	LOC108761537	13.15	30	2
80	c90723_g1_i3	Zinc finger MYM-type protein 1-like	LOC105556737	12.93	337	24
81	c77580_g1_i1	POU domain, class 2, transcription factor 2-like	LOC105834934	12.83	265	19
82	c83980_g1_i1	Protein mesh	LOC105196469	12.78	15481	1121
83	c118191_g1_i1	Peritrophin-1-like	LOC105200309	12.77	18220	1320
84	c48208_g1_i1	Peritrophin-1-like	LOC105194610	12.64	5370	393
85	c77768_g1_i1	Ornithine decarboxylase 2-like	LOC105200774	12.59	260	19
86	c80288_g1_i3	Facilitated trehalose transporter Tret1-like	LOC105566020	12.56	1087	80
87	c77048_g1_i1	Peptidoglycan-recognition protein 1-like	LOC105196158	12.43	203	15
88	c39730_g1_i1	Cytochrome P450 4g15	LOC105203423	12.36	79263	5932
89	c86245_g1_i1	Ran-specific gtpase-activating protein-like	LOC105838716	11.96	79	6
90	c87774_g2_i1	Fatty acid synthase-like	LOC108748804	11.89	207	16
91	c89947_g1_i2	Lipase 3-like	LOC105208099	11.83	1868	146

92	c83670_g1_i1	Lipase member H-B-like	LOC105207817	11.67	1376	109
93	c75351_g1_i2	Trypsin-1-like	LOC105200778	11.36	1401	114
94	c64079_g1_i1	Coiled-coil domain-containing protein 108	LOC105200312	11.08	145	12
95	c87142_g1_i10	Zinc finger MYM-type protein 1-like	LOC105202353	10.99	2436	205
96	c88751_g1_i2	Acyl-coa Delta(11) desaturase	LOC105200008	10.95	29022	2453
97	c87008_g1_i2	Cubilin	LOC105202355	10.94	7247	613
98	c86782_g1_i1	Insulin-like growth factor-binding protein complex acid labile subunit	LOC105196347	10.86	1868	159
99	c89910_g1_i9	Phospholipid-transporting atpase IF	LOC105200500	10.39	1416	126
100	c90816_g2_i2	Caspase-1-like	LOC105198123	10.34	1219	109
101	c89124_g1_i1	Mitochondrial sodium/hydrogen exchanger 9B2	LOC105204367	10.27	90	8
102	c80100_g1_i2	Retinoid-inducible serine carboxypeptidase-like	LOC105200221	10.23	3118	282
103	c21111_g1_i1	Fatty acid synthase	LOC105839757	10.16	58760	5351
104	c88709_g1_i1	Aminopeptidase N	LOC105205293	10.03	12122	1118
105	c89408_g2_i2	RING finger protein nhl-1-like	LOC105620815	9.96	55	5
106	c76996_g1_i2	Acyl-coa Delta(11) desaturase-like	LOC105194093	9.89	76	7
107	c85003_g1_i1	Dystrophin, isoforms A/C/F/G/H-like	LOC105566931	9.89	108	10
108	c87858_g1_i1	Homeobox protein Nkx-2.5-like	LOC105202141	9.72	600	57
109	c78160_g1_i2	Ankyrin repeat domain protein	LOC105202067	9.71	673	64
110	c46607_g1_i2	Ejaculatory bulb-specific protein 3	LOC105202765	9.71	127	12
111	c63403_g1_i1	Inorganic phosphate cotransporter	LOC105196548	9.64	199	19
112	c98501_g1_i1	Cytochrome P450 9e2-like	LOC105205219	9.6	302	29
113	c79953_g1_i2	E3 SUMO-protein ligase EGR2-like	LOC105207564	9.56	600	58
114	c31095_g1_i1	Transient receptor potential cation channel protein painless-like	LOC105205706	9.46	42	4
115	c84537_g1_i4	Fatty acid synthase-like	LOC105198903	9.4	123	12
116	c88025_g3_i1	Fatty acyl-coa reductase CG5065	LOC105203556	9.29	212	21
117	c89094_g1_i1	Chymotrypsin-2-like	LOC105200093	9.28	17899	1784
118	c83419_g3_i2	Fatty acid synthase-like	LOC105196297	9.16	100	10
119	c90490_g1_i1	Aminopeptidase N-like	LOC105193936	9.07	256	26
120	c80951_g1_i1	WD repeat-containing protein 87-like	LOC105204631	8.94	59	6
121	c90414_g1_i2	Type B DNA polymerase	LOC108746207	8.88	5876	612
122	c88979_g2_i4	Elongation of very long chain fatty acids protein	LOC105201316	8.76	285	30

123	c32213_g1_i1	Elongation of very long chain fatty acids protein	LOC105829987	8.73	218	23
124	c76863_g1_i2	4-coumarate--coa ligase 1-like	LOC105196063	8.66	132	14
125	c80636_g1_i1	Fatty acid synthase-like	LOC105202560	8.64	85	9
126	c87215_g3_i1	Zinc finger MYM-type protein 1-like	LOC109862208	8.6	159	17
127	c89338_g5_i1	Growth factor receptor-bound protein 14-like	LOC105448265	8.52	47	5
128	c69192_g1_i1	Integrin beta-like protein 1	LOC105193218	8.51	746	81
129	c11645_g1_i1	Anionic trypsin-2-like	LOC105207761	8.49	1873	204
130	c75449_g1_i1	Protein THEM6	LOC105201010	8.45	10981	1202
131	c86184_g1_i1	Putative nuclease HARBI1	LOC108720640	8.39	636	70
132	c63358_g1_i1	Synaptic vesicle glycoprotein 2B-like	LOC105199891	8.34	1884	209
133	c73792_g2_i2	MFS-type transporter SLC18B1-like	LOC105203816	8.19	3957	447
134	c88690_g1_i1	Maf-like protein CTC_02076	LOC106743984	8.17	2279	258
135	c83526_g2_i1	Cytochrome P450 6A1-like	LOC105205662	8.13	5071	577
136	c102676_g1_i1	CD9 antigen	LOC105198889	7.96	3504	407
137	c90402_g1_i1	Ankyrin repeat domain protein	LOC105448935	7.9	257	30
138	c89078_g11_i1	PX domain-containing protein kinase-like protein	LOC105198808	7.86	2828	333
139	c87162_g1_i4	NADPH--cytochrome P450 reductase	LOC105457599	7.82	432	51
140	c88979_g4_i2	Elongation of very long chain fatty acids protein 7-like	LOC105201228	7.73	719	86
141	c89628_g4_i1	Cytochrome P450 4g15-like	LOC105193720	7.7	58448	7025
142	c38221_g1_i1	Coiled-coil domain-containing protein 13-like	LOC105196650	7.65	340	41
143	c54236_g1_i1	Caspase-1-like	LOC105193867	7.59	616	75
144	c84884_g1_i1	Ribonuclease H-like	LOC108748723	7.56	246	30
145	c108287_g1_i1	Peptidoglycan-recognition protein SC2-like	LOC105564513	7.55	1012	124
146	c114515_g1_i1	Cell wall integrity and stress response component 4-like	LOC105198571	7.53	359	44
147	c80784_g1_i1	Chymotrypsin-2-like	LOC108727746	7.49	195	24
148	c71252_g1_i2	Follistatin-related protein 5-like	LOC105454730	7.42	89	11
149	c72164_g1_i1	Aldehyde dehydrogenase, dimeric NADP-preferring	LOC105201109	7.19	63	8
150	c78495_g1_i1	Myosin-iiiib-like	LOC105205193	7.16	55	7
151	c81945_g1_i1	Interleukin-1 receptor accessory protein-like 1	LOC105567535	7.08	62	8
152	c25801_g1_i1	POU domain, class 2, transcription factor 2-like	LOC105834934	7.01	1106	146
153	c84364_g1_i1	Leucine-rich repeat-containing protein 15-like	LOC105193718	6.94	1418	189
154	c87001_g6_i1	Endocuticle structural glycoprotein sgabd-8-like	LOC105193185	6.85	948	128

155	c78161_g1_i2	4-coumarate--coa ligase 1-like	LOC105196063	6.78	10063	1374
156	c79876_g1_i1	Proton-coupled amino acid transporter 2	LOC105208148	6.76	8259	1130
157	c86028_g1_i1	Solute carrier organic anion transporter family member 2A1	LOC105196351	6.73	168	23
158	c85681_g1_i1	Cytochrome P450 6a14	LOC105195645	6.71	24151	3329
159	c80124_g1_i1	Bipolar kinesin KRP-130-like	LOC105204079	6.69	102	14
160	c90337_g6_i3	Cationic amino acid transporter 2	LOC105833364	6.68	824	114
161	c84676_g1_i1	THAP domain-containing protein 4-like	LOC108749290	6.59	136	19
162	c68756_g1_i1	Facilitated trehalose transporter Tret1-like	LOC105827828	6.49	1011	144
163	c82982_g1_i2	Excitatory amino acid transporter 3	LOC105197539	6.44	864	124
164	c81272_g1_i2	Ras-related protein Rab-32	LOC105200376	6.41	1303	188
165	c83970_g1_i1	Serine/threonine-protein kinase SBK1	LOC105200885	6.38	497	72
166	c88370_g2_i1	Cytochrome P450 9e2-like	LOC105205219	6.34	658	96
167	c86095_g2_i2	Luciferin 4-monooxygenase-like	LOC105196065	6.33	240	35
168	c67432_g1_i1	Histone H2B	LOC105193510	6.3	130	19
169	c86028_g2_i1	Solute carrier organic anion transporter family member 2A1	LOC105196351	6.28	20939	3087
170	c63559_g1_i3	Synaptic vesicle glycoprotein 2C-like	LOC105202390	6.26	30583	4519
171	c83670_g2_i1	Lipase member H-B-like	LOC105207817	6.25	129	19
172	c80129_g1_i1	Zinc/iron permease	LOC105198488	6.18	648	97
173	c89754_g5_i1	Cytochrome P450 9e2-like	LOC105207597	6.12	199	30
174	c72067_g1_i1	Protein slit-like	LOC105193985	6.07	13223	2017
175	c84253_g1_i2	Nuclease HARBI1	LOC108766859	6.02	1230	189
176	c88518_g1_i4	Zinc transporter 1	LOC105828562	5.84	524	83
177	c74564_g1_i1	Protein N-terminal asparagine amidohydrolase	LOC105196325	5.8	239	38
178	c73090_g1_i1	TNF receptor-associated factor 5	LOC105193485	5.8	220	35
179	c88690_g6_i1	Maf-like protein CTC_02076	LOC106743984	5.8	314	50
180	c89324_g3_i3	Thiamine transporter 2-like	LOC105200122	5.72	953	154
181	c90227_g1_i3	Zinc finger protein	KIAA0543	5.72	291	47
182	c89082_g1_i1	Putative inorganic phosphate cotransporter	LOC105196548	5.71	334	54
183	c61818_g1_i1	Mucin-17-like	LOC105201236	5.71	161	26
184	c66989_g1_i4	Facilitated trehalose transporter Tret1	LOC105197057	5.69	2097	341
185	c87996_g2_i1	Argininosuccinate lyase	LOC105460741	5.62	626	103
186	c83659_g3_i1	Protein DDB_G0271670-like	LOC105196129	5.61	225	37

187	c89675_g1_i7	Phospholipid scramblase 1-like	LOC105202360	5.58	688	114
188	c88930_g1_i1	Limbic system-associated membrane protein	LOC105194273	5.5	280	47
189	c79982_g1_i2	Toll-like receptor 3	LOC105202230	5.49	297	50
190	c78499_g1_i2	Peptidoglycan-recognition protein 1-like	LOC105196158	5.39	635	109
191	c80006_g1_i4	Sodium-dependent multivitamin transporter	LOC105199060	5.38	640	110
192	c1274_g1_i1	Venom acid phosphatase Acph-1-like	LOC105197655	5.37	4584	790
193	c89329_g1_i2	Elongation of very long chain fatty acids protein AAEL008004-like	LOC105201316	5.34	6845	1185
194	c74492_g2_i1	Facilitated trehalose transporter Tret1-like	LOC105827828	5.33	1193	207
195	c3390_g1_i2	CD63 antigen-like	LOC105204097	5.32	874	152
196	c81964_g1_i1	Maf-like protein CTC_02076	LOC106743984	5.3	367	64
197	c89742_g1_i3	Cytosolic 10-formyltetrahydrofolate dehydrogenase	LOC105206141	5.3	4030	704
198	c63119_g2_i1	Flavin reductase (NADPH)	LOC105455278	5.19	253	45
199	c88979_g1_i1	Elongation of very long chain fatty acids protein	LOC108726870	5.17	604	108
200	c90592_g1_i4	Glutamate receptor ionotropic, delta-1-like	LOC105193770	5.12	410	74
201	c8852_g1_i1	Solute carrier family 52, riboflavin transporter, member 3-B-like	LOC105200141	5.09	605	110
202	c87231_g1_i2	Venom acid phosphatase Acph-1-like	LOC105205693	5.03	3950	727
203	c86249_g1_i3	Lipoprotein receptor adapter protein 1-like	LOC105195968	5	3144	582
204	c112580_g1_i1	Slit homolog 1 protein-like	LOC105833050	4.97	1199	223
205	c90821_g8_i3	Fatty acid synthase-like	LOC105208165	4.93	60617	11385
206	c30585_g1_i1	Solute carrier organic anion transporter family member 5A1	LOC105196352	4.92	10270	1931
207	c89832_g1_i1	RNA-directed DNA polymerase from mobile element jockey-like	LOC105205336	4.89	5484	1037
208	c39740_g1_i1	Elongation of very long chain fatty acids protein	LOC105207300	4.85	760	145
209	c68675_g1_i1	Transferrin-like	LOC105202693	4.79	17799	3439
210	c89805_g2_i2	Fatty acyl-coa reductase 1-like	LOC105201568	4.78	1225	237
211	c88936_g1_i1	Integral membrane protein GPR155	LOC105276468	4.75	1115	217
212	c83474_g1_i2	Peroxisomal hydratase-dehydrogenase-epimerase-like	LOC105197412	4.74	10103	1972
213	c84796_g1_i1	Vasorin-like	LOC105203944	4.73	3827	748
214	c79663_g1_i2	Lipopolysaccharide-induced tumor necrosis factor-alpha factor homolog	LOC105200998	4.67	3839	760
215	c89911_g3_i2	Cytochrome P450 9e2-like	LOC105207593	4.59	5843	1177

Table S8.

No	Contig	Gene	Accession number	Fold change	FPKM	
					T9	T25
1	c112558_g1_i1	actin-like protein	LOC105205816	-4.76	783	3447
2	c86185_g1_i1	ATP-binding cassette sub-family G member 8	LOC105197415	-4.9	776	3520
3	c88952_g2_i2	UNC93-like protein	LOC105208193	-4.96	75	345
4	c76554_g1_i2	calcium-independent phospholipase A2-gamma-like	LOC105203065	-4.99	8639	39909
5	c89852_g11_i1	blastopia polypeptide	LOC105194430	-5.06	49	230
6	c118149_g2_i1	ATP synthase 6	ADP01787.1	-5.15	2057	9806
7	c89016_g3_i1	capsid protein precursor	BAA32554.1	-5.22	95	459
8	c4730_g1_i2	pheromone-binding protein-related protein 6	ADX94407.1	-5.27	71	347
9	c89095_g2_i2	putative glycine-rich cell wall structural protein	LOC105199385	-5.36	35	174
10	c86197_g1_i2	anoctamin-4	LOC105199723	-5.39	262	1308
11	c90780_g1_i3	Peptidase_A17	LOC105457098	-5.5	51	260
12	c30447_g1_i1	putative mediator of RNA polymerase II transcription subunit 12	LOC105204368	-5.55	103	530
13	c74612_g1_i2	myosin heavy chain, muscle-like	PF01576.16	-5.73	54	287
14	c86618_g2_i1	forkhead box protein J1-A-like	LOC105196566	-5.79	18	97
15	c87519_g1_i2	sodium- and chloride-dependent GABA transporter 1-like	LOC105193795	-5.86	60	326
16	c74554_g2_i1	homeobox protein Nkx-2.4-like	LOC106740776	-5.89	52	284
17	c70844_g1_i1	general odorant-binding protein lush	LOC105199702	-5.91	63	345
18	c83852_g1_i2	elastin-like	LOC105197142	-6	39	217
19	c79559_g1_i1	BTB/POZ domain-containing protein KCTD16	LOC105839142	-6.01	29	162
20	c76451_g1_i1	vicilin-like seed storage protein	LOC105184175	-6.04	16	90
21	c102478_g1_i1	hormone-sensitive lipase	LOC105198580	-6.34	12	71
22	c84865_g1_i1	Phage_integrase	PF00589.19	-6.47	45	270
23	c65289_g1_i1	endocuticle structural glycoprotein SgAbd-8	LOC105192792	-6.47	46	276
24	c112589_g1_i1	general odorant-binding protein 72	LOC105193332	-6.52	572	3454
25	c87039_g1_i1	odorant receptor 43a-like	LOC105193356	-6.54	27	164
26	c89095_g1_i1	putative glycine-rich cell wall structural protein 1	LOC105199385	-6.6	50	306
27	c81505_g1_i1	ras-like protein 3	LOC105203745	-6.6	30	184

28	c77971_g1_i1	F-box only protein 32	LOC105835729	-6.68	34	211
29	c84617_g3_i3	probable H/ACA ribonucleoprotein complex subunit 1	LOC105196699	-7.04	18	118
30	c107361_g1_i1	elastin-like	LOC105197142	-7.31	41	278
31	c81007_g1_i1	leucine-rich repeat protein soc-2-like	LOC105831958	-7.46	8	56
32	c88118_g2_i1	peptidyl-prolyl cis-trans isomerase G-like	LOC105196526	-7.46	373	2576
33	c76977_g1_i5	odorant receptor 4-like	LOC105831255	-7.58	12	85
34	c49508_g5_i1	twitchin-like	LOC105195136	-7.65	29	206
35	c75673_g1_i1	ankyrin repeat domain-containing protein 63-like	LOC105199979	-8.33	10	78
36	c82673_g1_i1	cAMP-dependent protein kinase catalytic subunit beta-like	LOC105197741	-8.4	13	102
37	c85185_g1_i2	protein NPC2 homolog	LOC105197297	-8.76	56	455
38	c19617_g1_i1	odorant receptor 85f-like	LOC105834982	-8.96	7	59
39	c78787_g1_i1	hexamerin-like	LOC105204474	-8.96	24	200
40	c86715_g1_i2	odorant receptor 13a-like	LOC105830626	-9.05	8	68
41	c112576_g1_i1	general odorant-binding protein 69a-like	LOC105675856	-9.23	1751	14950
42	c63269_g1_i1	hypertrehalosaemic prohormone-like	LOC105203025	-9.54	6	54
43	c87416_g3_i1	cyclin-dependent kinase 5 activator 1	LOC105459892	-9.87	7	65
44	c73804_g1_i2	cytochrome P450 305a1	LOC105201474	-9.99	8	75
45	c10456_g1_i1	transmembrane protease serine 9-like	LOC105194707	-10.18	61	576
46	c107620_g1_i1	testis-specific serine/threonine-protein kinase 3	LOC105199628	-10.25	6	58
47	c82666_g1_i2	ryanodine receptor 44F	LOC105195231	-10.42	6	59
48	c81773_g1_i1	hexosaminidase D-like	LOC105202946	-10.48	7	69
49	c29304_g1_i1	electroneutral sodium bicarbonate exchanger 1	LOC105566242	-10.78	6	61
50	c86999_g1_i1	paired box protein Pax-6-like	LOC105200938	-10.94	23	234
51	c86029_g1_i1	RNA-binding protein 24-like	LOC105196353	-11.09	3	32
52	c90365_g3_i1	ATP-binding cassette sub-family G member 4	LOC105196997	-11.09	3	32
53	c102897_g1_i1	mutS protein homolog 4-like	LOC105205496	-11.09	3	32
54	c78848_g1_i1	Mariner Mos1 transposase	PNF25331.1	-11.18	8	84
55	c77575_g1_i1	odorant receptor 82a-like	LOC105195341	-11.44	3	33
56	c85725_g1_i2	claw keratin-like	LOC105197289	-11.45	8	86
57	c90623_g1_i1	aminopeptidase N	LOC105205293	-11.49	72	767
58	c88403_g1_i1	homeobox protein prospero	LOC105274940	-12.51	8	94
59	c96614_g1_i1	NADH dehydrogenase subunit 2	LOC9977801	-12.63	576	6731

60	c12936_g1_i1	synaptic vesicular amine transporter	LOC105200330	-12.66	5	60
61	c69128_g2_i2	UDP-glucuronosyltransferase 2B18-like	LOC105200783	-13.2	7	87
62	c86883_g1_i1	synaptic vesicular amine transporter	LOC105462413	-13.72	5	65
63	c47308_g1_i1	eye-specific diacylglycerol kinase	LOC105566924	-13.76	2	27
64	c79548_g1_i1	probable G-protein coupled receptor 158	LOC105153594	-13.85	3	40
65	c106955_g1_i1	ejaculatory bulb-specific protein 3	LOC105196182	-13.92	111	1431
66	c87936_g5_i1	chymotrypsin-1-like	LOC105199117	-14.07	19	249
67	c74191_g1_i1	transcriptional activator protein Pur-beta	LOC108726115	-14.27	2	28
68	c75659_g1_i1	octapeptide-repeat protein T2-like	LOC105194925	-14.27	2	28
69	c86657_g1_i1	putative golgin subfamily A member 6-like protein 6	LOC105667571	-14.68	4	56
70	c89345_g8_i1	odorant receptor coreceptor	LOC105831208	-15.31	20	285
71	c90619_g1_i1	sensory neuron membrane protein 1-like	LOC105195544	-15.47	111	1591
72	c115467_g1_i1	odorant receptor 85c-like	LOC105618159	-16.8	2	33
73	c114061_g1_i1	talin-1	LOC105450889	-17.47	6	99
74	c79106_g1_i2	phospholipase A1-like	LOC105205771	-17.56	16	262
75	c77963_g2_i1	laccase-3-like	LOC105557022	17.82	2	35
76	c83165_g1_i1	glucose dehydrogenase [FAD, quinone]-like	LOC105459617	-19.85	2	39
77	c84617_g2_i1	H/ACA ribonucleoprotein complex subunit 1	LOC105196699	-19.92	4	76
78	c90059_g3_i1	putative golgin subfamily A member 6-like protein 6	LOC105667571	-21.16	1	22
79	c64736_g1_i1	odorant receptor 43a-like	LOC105150515	-21.16	1	22
80	c13543_g2_i1	NADH dehydrogenase subunit 6 (mitochondrion)	CEF49550.1	-21.41	35	696
81	c104660_g1_i1	peripheral plasma membrane protein CASK	LOC105833113	-22.39	2	44
82	c72825_g1_i1	arylphorin subunit alpha-like	LOC105192898	-23.02	18	386
83	c94540_g1_i1	heat shock 70kDa protein 8 isoform 2	PF00012	-23.07	1	24
84	c116148_g1_i1	neutral ceramidase-like	LOC105197211	-24.03	1	25
85	c93265_g1_i1	serpin B3-like	LOC105193420	-24.03	1	25
86	c79569_g1_i1	talin-1, transcript variant X4	LOC105450889	-24.87	9	210
87	c70254_g1_i1	spidroin-1-like	LOC105202339	-25.18	56	1308
88	c90934_g1_i1	NADH dehydrogenase subunit 4L	ADP01792.1	-25.37	17	402
89	c81593_g1_i2	odorant receptor 43a-like isoform X1	PF02949.17	-25.94	1	27
90	c91662_g1_i1	neurotrimin-like	LOC105836374	-25.94	1	27
91	c113272_g1_i1	homeobox protein prophet of Pit-1	LOC105834870	-26.9	1	28

92	c73776_g1_i3	odorant receptor 13a-like	LOC105193517	-26.9	1	28
93	c75712_g2_i1	zinc finger protein 236-like	LOC108721033	-27.85	1	29
94	c90181_g1_i1	sensory neuron membrane protein 1-like	LOC105195545	-31.24	7	206
95	c48237_g1_i1	protein NYNRIN-like	LOC105199732	-31.68	1	33
96	c26648_g1_i1	keratinocyte proline-rich protein-like	LOC105196700	-33.51	8	252
97	c74923_g1_i1	peptidylprolyl isomerase A	LOC268373	-33.59	1	35
98	c85316_g3_i2	peritrophin-48-like	LOC105203677	-34.78	5	165
99	c72862_g1_i1	tetra-peptide repeat homeobox protein 1-like	LOC105202337	-35.26	3	102
100	c57908_g1_i1	talin-2-like isoform X1	LOC107359463	-35.5	1	37
101	c78623_g1_i1	homeobox protein prophet of Pit-1	LOC105834870	-38.37	1	40
102	c90572_g1_i6	odorant receptor 43a-like	LOC105198227	-44.11	1	46
103	c82822_g1_i1	NADH dehydrogenase subunit 5	LOC17721	-54.35	2	107
104	c71522_g1_i1	NADH dehydrogenase subunit 2	LOC17717	-55.59	1	58
105	c40490_g1_i1	protein G12-like	LOC105201881	-61.67	27	1548
106	c82068_g1_i1	chitinase-3-like protein 1	LOC105204966	-66.23	4	253
107	c89345_g3_i1	odorant receptor coreceptor	LOC105424270	-93.04	10	872
108	c82058_g1_i1	chymotrypsin-1-like	LOC105199115	-101.54	2	200
109	c80587_g1_i1	NADH-quinone oxidoreductase chain 13	AFX73489.1	-103.41	1	108
110	c84900_g2_i1	elongation factor 1-alpha 1-like isoform X1	LOC105613550	-106.1	2	209
111	c90598_g2_i3	heat shock protein	PF00012	-115.85	1	121
112	c61759_g1_i1	NADH dehydrogenase subunit 1	AFX73545.1	-128.28	1	134
113	c90390_g2_i2	YEATS domain-containing protein 2-like	LOC105677732	-203.84	1	213
114	c34823_g1_i1	ATP synthase subunit A	AFX73615.1	-357.83	1	374
115	c13550_g1_i1	polyprotein	AQX17788.1	-1024.48	1	1071

Table S9.

Contig	Unigene	KEGG number	Enriched KEGG pathways
c17281_g1_i1	Chymotrypsin-2-like	105200925	Neuroactive ligand-receptor interaction
c102119_g1_i1	Chymotrypsin-1-like	105193305	Neuroactive ligand-receptor interaction
c75529_g1_i1	Alpha-glucosidase-like	105193841	Galactase metabolism
			Metabolic Pathways
			Starch and sucrose metabolism
c73740_g2_i1	Alpha-glucosidase-like	105672537	Galactase metabolism
			Metabolic Pathways
			Starch and sucrose metabolism
c89980_g2_i1	Fatty acyl-coa reductase 1	105200177	Peroxisome
c88786_g3_i1	Transmembrane protease serine 9-like	105200924	Neuroactive ligand-receptor interaction
c90634_g3_i2	Fatty acyl-coa reductase 1-like	105147980	Peroxisome
c80199_g1_i1	Alpha-glucosidase-like	105193841	Galactase metabolism
			Metabolic Pathways
			Starch and sucrose metabolism
c80341_g1_i1	Gamma-aminobutyric acid receptor alpha-like	105433700	Neuroactive ligand-receptor interaction
c400319_g1_i1	Alpha-glucosidase-like	105193841	Ubiquinone and other terpenoid-quinone biosynthesis
			Metabolic pathway
c90634_g5_i1	Fatty acyl-coa reductase 1-like	105147980	Peroxisome
c88786_g2_i2	Chymotrypsin-2-like	105200925	Neuroactive ligand-receptor interaction
c80784_g2_i1	Serine protease 53-like	105200928	Neuroactive ligand-receptor interaction
c84339_g1_i1	Chymotrypsin-2-like	105193273	Neuroactive ligand-receptor interaction
c88504_g1_i1	Uridine 5'-monophosphate synthase-like	105201038	Drug metabolism - other enzymes
			Metabolic Pathways
			Pyrimidine metabolism
c114158_g1_i1	Cysteine sulfinic acid decarboxylase	105202384	Metabolic Pathways
			Taurine and hypotaurine metabolism
c89980_g1_i1	Fatty acyl-coa reductase 1	105200177	Peroxisome
c90297_g13_i1	Inositol-trisphosphate 3-kinase A	105199246	Inositol phosphate metabolism
			Metabolic Pathways
			Phosphatidylinositol signaling system
c119320_g1_i1	4-coumarate--coa ligase 1-like	105196063	Metabolic Pathways
			Ubiquinone and other terpenoid-quinone biosynthesis
c66823_g1_i1	Chymotrypsin-like protease CTRL-1	105206213	Neuroactive ligand-receptor interaction
c78680_g1_i1	Pancreatic triacylglycerol lipase-like	105199576	Glycerolipid metabolism
			Metabolic Pathways
c113360_g1_i1	Elongation of very long chain fatty acids protein 7-like	105207261	Biosynthesis of unsaturated fatty acids
			Fatty acid elongation
			Fatty acid metabolism
			Metabolic Pathways
c77768_g1_i1	Ornithine decarboxylase 2-like	105200774	Arginine and proline metabolism
			Glutathione metabolism
			Metabolic Pathways
c77048_g1_i1	Peptidoglycan-recognition protein 1-like	105196158	Toll and Imd signaling pathway
c87774_g2_i1	Fatty acid synthase-like	108748804	Fatty acid biosynthesis
			Fatty acid metabolism
			Metabolic Pathways
c89947_g1_i2	Lipase 3-like	105208099	Lysosome
			Steroid biosynthesis
c83670_g1_i1	Lipase member H-B-like	105207817	Glycerolipid metabolism
			Metabolic Pathways
c75351_g1_i2	Trypsin-1-like	105200778	Neuroactive ligand-receptor interaction
c88751_g1_i2	Acyl-coa Delta(11) desaturase	105200008	Fatty acid metabolism
			Glycerolipid metabolism
			Metabolic Pathways
c90816_g2_i2	Caspase-1-like	105198123	Apoptosis - fly
			Apoptosis - multiple species
c21111_g1_i1	Fatty acid synthase	105145528	Fatty acid biosynthesis
			Fatty acid metabolism
			Metabolic Pathways
c76996_g1_i2	Acyl-coa Delta(11) desaturase-like	105194093	Biosynthesis of unsaturated fatty acids

			Fatty acid metabolism
			Metabolic Pathways
c88025_g3_i1	Putative fatty acyl-coa reductase CG5065	105203556	Peroxisome
c83419_g3_i2	Fatty acid synthase-like	105196297	Fatty acid biosynthesis
			Fatty acid metabolism
			Metabolic Pathways
c88979_g2_i4	Elongation of very long chain fatty acids protein AAEL008004-like	105201316	Biosynthesis of unsaturated fatty acids
			Fatty acid elongation
			Fatty acid metabolism
			Metabolic Pathways
c11645_g1_i1	Anionic trypsin-2-like	105207761	Neuroactive ligand-receptor interaction
c88979_g4_i2	Elongation of very long chain fatty acids protein 7-like	105201228	Biosynthesis of unsaturated fatty acids
			Fatty acid elongation
			Fatty acid metabolism
			Metabolic Pathways
c54236_g1_i1	Caspase-1-like	105193867	Apoptosis - fly
			Apoptosis - multiple species
c108287_g1_i1	Peptidoglycan-recognition protein SC2-like	105564513	Toll and Imd signaling pathway
c80784_g1_i1	Trypsin-1-like	105198898	Neuroactive ligand-receptor interaction
c71252_g1_i2	Follistatin-related protein 5-like	105454730	Biosynthesis of unsaturated fatty acids
			Fatty acid metabolism
			Metabolic Pathways
c78495_g1_i1	Myosin-iiib-like	105205193	Phototransduction-fly
c86095_g2_i2	Luciferin 4-monooxygenase-like	105196065	Metabolic Pathways
			Ubiquinone and other terpenoid-quinone biosynthesis
c63559_g1_i3	Synaptic vesicle glycoprotein 2C-like	105202390	ECM-receptor interaction
c61818_g1_i1	Mucin-17-like	105201236	Metabolic Pathways
			Amino sugar and nucleotide sugar metabolism
c87996_g2_i1	Argininosuccinate lyase	105201228	Alanine, aspartate and glutamate metabolism
			Arginine biosynthesis
			Biosynthesis of amino acids
			Metabolic Pathways
c78499_g1_i2	Peptidoglycan-recognition protein 1-like	105196158	Toll and Imd signaling pathway
c89742_g1_i3	Cytosolic 10-formyltetrahydrofolate dehydrogenase	105206141	One carbon pool by folate
c63119_g2_i1	Flavin reductase (NADPH)-like	105203453	Porphyrin and chlorophyll metabolism
			Riboflavin metabolism
			Metabolic Pathways
c86249_g1_i3	Low density lipoprotein receptor adapter protein 1-like	105253065	Endocytosis
c89805_g2_i2	Fatty acyl-coa reductase 1-like	105201568	Peroxisome
c79663_g1_i2	Lipopolysaccharide-induced tumor necrosis factor-alpha factor homolog	105426094	Lysosome
c77971_g1_i1	F-box only protein 32	105835729	FoxO signaling pathway
c82673_g1_i1	Camp-dependent protein kinase catalytic subunit beta-like	105197741	Autophagy - animal
			Hedgehog signaling pathway - fly
			Longevity regulating pathway - multiple species
			Wnt signaling pathway
c85185_g1_i2	Protein NPC2 homolog	105197297	Lysosome
c73804_g1_i2	Probable cytochrome P450 305a1	105201474	Insect hormone biosynthesis
c81773_g1_i1	Hexosaminidase D-like	105202946	Other glycan degradation
			Various typees of N-glycan biosynthesis
			Metabolic Pathways
c90365_g3_i1	ATP-binding cassette sub-family G member 4	105196997	ABC transporters
c88403_g1_i1	Homeobox protein prospero	105274940	MAPK signaling pathway - fly
c96614_g1_i1	NADH dehydrogenase subunit 2	9977801	Oxidative phosphorylation
			Metabolic Pathways
c69128_g2_i2	UDP-glucuronosyltransferase 2B18-like	105200783	Ascorbate and aldarate metabolism
			Drug metabolism - cytochrome P450
			Drug metabolism - other enzymes
			Metabolic Pathways
			Metabolism of xenobiotics by cytochrome P450
			Pentose and glucuronate interconversions
			Porphyrin and chlorophyll metabolism
			Retinol metabolism
c47308_g1_i1	Eye-specific diacylglycerol kinase	105566924	Glycerolipid metabolism
			Glycerophospholipid metabolism
			Metabolic Pathways

			Phosphatidylinositol signaling system
c87936_g5_i1	Chymotrypsin-1-like	105199117	Neuroactive ligand-receptor interaction
c88935_g4_i1	Histone-lysine N-methyltransferase SETMAR-like	105247966	Lysine degradation
			Metabolism of xenobiotics by cytochrome P450
c116148_g1_i1	Neutral ceramidase-like	105197211	Sphingolipid metabolism
			Metabolic Pathways
c90934_g1_i1	NADH dehydrogenase subunit 4L	9977797	Oxidative phosphorylation
			Metabolic Pathways
c90181_g1_i1	Sensory neuron membrane protein 1-like	105195545	Phagosome
c85316_g3_i2	Peritrophin-48-like	105203677	DNA replication
c90934_g1_i1	Chitinase-3-like protein 1	9977797	Amino sugar and nucleotide sugar metabolism
			Metabolic Pathways
c82058_g1_i1	Chymotrypsin-1-like	105199115	Neuroactive ligand-receptor interaction
			alpha-Linoleic acid metabolism
			Arachidonic acid metabolism
			Glycerophospholipid metabolism
			Metabolic Pathways
			Ether lipid metabolism
			Linoleic acid metabolism
c90623_g1_i1	Aminopeptidase N	105205293	Glutathione metabolism
			Metabolic Pathways
c82068_g1_i1	Chitinase-3-like protein 1	105204966	Amino sugar and nucleotide sugar metabolism
			Metabolic Pathways
c90821_g8_i3	Fatty acid synthase-like	105208165	Fatty acid biosynthesis
			Fatty acid metabolism
			Metabolic Pathways
c47308_g1_i1	elongation of very long chain fatty acids protein 7-like	105201228	Biosynthesis of unsaturated fatty acids
			Fatty acid elongation
			Metabolic Pathways
			Fatty acid metabolism
c78161_g1_i2	4-coumarate--CoA ligase 1-like	105196063	Ubiquinone and other terpenoid-quinone biosynthesis
			Metabolic Pathways
c76863_g1_i2	4-coumarate--CoA ligase 1-like	105196063	Ubiquinone and other terpenoid-quinone biosynthesis
			Metabolic Pathways
c32213_g1_i1	elongation of very long chain fatty acids protein 7-like	LOC105829987	Biosynthesis of unsaturated fatty acids
			Fatty acid elongation
			Metabolic Pathways
			Fatty acid metabolism
c88709_g1_i1	Uncharacterized	105205293	Glutathione metabolism
			Metabolic Pathways

Table S10.

How the deposited data were processed for this re-analysis (not part of the article)

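RNA of whole Solenopsis japonica workers held for 24 h at 9 °C (T9) or at 25 °C (T25) was sequenced by the authors in 1 library per temperature. The analysis starts from the authors' deposited table of the comparison of the 2 libraries, which has 4487 contigs and 23 columns. Sequencing reads and the RT-qPCR data were not analysed here. According to the methods and the submitters' notes, the authors checked reads with FastQC 0.11.7, trimmed them with Trimmomatic 0.38, assembled the pooled reads with Trinity r20140717, clustered the contigs with CD-HIT 4.6, aligned each library to the unigenes with Bowtie 1.1.2 and estimated the deposited count of each contig with RSEM 1.2.29. The deposited counts are whole numbers from 1 upward, without normalization, and contigs with a count of 0 in a library were left out by the authors. The deposited FPKM values were computed by the authors per kilobase of contig and by sequencing depth. They serve here for the ratios of Fig. 6 and for the check of the columns headed FPKM in Tables S7 and S8. The deposited log2 values are log2(CPM + 1) of each library, made by the authors with a normalised library size, and were found from the values to be proportional to the count once the logarithm is undone. The deposited fold change, a signed score, was computed by the authors as T25 over T9 and is negative where T9 is higher. The p-values, raw and adjusted by the Benjamini-Hochberg method, come from the authors' comparison of 1 library with 1. The adjusted values fit a family of 49113 tested contigs, of which the table holds those with a raw p of at most 0.0499 and a fold change of at least 2.35.

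The test behind the deposited p-values was sought by running the exact test of edgeR 4.0.16 in R 4.3.3 on the deposited counts, with the normalised library sizes and an assumed biological coefficient of variation of 0.2, 0.3, 0.4, 0.5 or 0.6. The value 0.3, a dispersion of 0.09, gave the deposited p-values within 1% for 4487 contigs, and the other 4 values gave them for 0 contigs. The methods name DESeq2 for normalization and no dispersion.

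Ratios between the libraries were computed from the counts and the normalised library sizes, with exact Clopper-Pearson 95% intervals for counting error, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. For log2 ratios 1 was added to each scaled count. No test of the temperature was made, because there is 1 library per temperature and the authors' p-values rest on an assumed spread between libraries. Ratios with few counts have wide counting intervals, and 1502 of the 4487 contigs have 3 or fewer counts in the library with the lower count.

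Contigs were grouped into 22 gene lists by words in their names, sought without regard to case in the descriptions of the best protein or nucleotide match: serine proteases, fatty acid synthesis, lipases, sugar digestion, trehalose transport, amino acid metabolism, immunity, peritrophic membrane and chitin, odorant receptors, odorant-binding and antennal proteins, cytochrome P450s, heat shock proteins, mitochondrial respiration, storage proteins, cuticle, muscle, eye, neuronal, salivary and venom, viral, transposable elements, and ribosomal and housekeeping genes. The words of the lists were set before the data were examined but after Tables S7 and S8, which show values of the same libraries, had been read, and the use of both descriptions was chosen after the data were seen. For each list the contigs on each side and the median log2 ratio with an exact binomial interval are given. That interval treats the contigs of a list as independent, though some match the same gene. It covers neither counting error nor the spread between ants. No percentile among random lists was computed, since unchanged contigs are not in the table. Organism groups of the best matches were assigned by genus, and the genus list was completed after the matches had been seen. A protein description was present for 1851 contigs and a nucleotide match for 2117, and 1934 had neither.

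The contigs named in the text follow a rule also set before the data were examined: contigs chosen for RT-qPCR, of which 19 are given,, the 10 with the largest and the 10 with the smallest log2 ratio among described contigs with a total of at least 100 counts, in each list the 3 with the largest total, and contigs the paper names or that stand behind a number of genes in its discussion. The values of Tables S7 and S8 had been seen when this rule was written. Contigs named outside the rule were chosen after their values had been seen.

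Alternatives covered the scaling (clean reads of Table S4, or the median of the ribosomal and housekeeping list set to 0), the pseudocount (0.5 or 5 counts), thresholds, a total of at least 100 counts, the organism of the match, the counting unit and the database. The calculations were tested on simulated data with 4487 contigs, 200 of them changed. The counting interval held the true ratio in 96.6% of contigs when counts were drawn with counting error alone, the error it assumes. This does not show how it holds with a spread between pools. The exact test, at the dispersion used in the simulation, gave a p under 0.05 for 3.66% of unchanged contigs. It found 100% of those changed by 4 and 69% of those changed by 2 on the log2 scale, and gave the right sign for 99.5%.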

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

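The tests in this part were all chosen after the results they address had been seen. With 1 library per temperature, none of them can separate the temperature from a difference between the 2 pools of ants.

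Genes outside those the paper discusses make up much of the authors' calls. Of the contigs with an adjusted p under 0.05 in the authors' deposited table, Tables S7 and S8 leave out 340 contigs, 242 of them higher and 98 lower in T9. Of these, 137 have a protein match and 181 have no match in the 4 databases read. The largest ratio among described contigs outside the tables belongs to c107172_g1_i1, an uncharacterized ant protein with 2 counts in T9 and 1816 in T25, 981-fold lower in T9 (271 to 8108). A retrovirus-related Pol polyprotein (c90238_g7_i1), a mobile element, had 670 and 10821 counts, 17.5-fold lower (16.1 to 18.9). A polyprotein best matched to Biomphalaria virus 2 (c90034_g1_i1) had 22 and 641 counts, 31.5-fold lower (20.6 to 50.6).

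Contigs best matched to mammals in the protein or nucleotide database stood out because the paper discusses some of them as ant genes: 18 of 19 were lower in the T9 library, each of the 18 with at most 2 counts there. They carry abundant genes of several kinds, for respiration, ribosomes, translation and protein folding, and together hold 35 counts in T9 and 1594 in T25. For 4 mitochondrial genes with a mammal-matched and an ant contig, the log2 ratio of the mammal-matched contig was lower than that of the ant contig by a median of -3.91, a value that reads of another organism in the T25 library predict. The choice between the authors' library sizes and the clean reads of Table S4 shifts log2 ratios by at most 0.13. That is small beside the median of -4.61 for the 19. A larger scaling difference stays open for the lower ratios as such. The 10 ribosomal and housekeeping contigs not matched to a mammal go both ways, 6 higher and 4 lower, and so decide nothing. With their median set to 0 the median of the 19 was -6.29 (-9.09 to -0.93 by the intervals of both medians). With all 16 contigs of that list, 6 of which belong to the 19, it was -2.70 (-7.95 to 0.14). A response of the ants themselves was not decided by the test made of it. The counting intervals lay apart for 3 genes (ATP6, ND1 and ND4). They overlapped for ND2, where the gap was -0.35 and the mammal-matched contig had 1 count in T9. That test compares ratios and cannot say whose genes the contigs are. By nucleotide, the 4 mammal-matched contigs are best matched to the mouse mitochondrion, while separate contigs matched to ants carry the same genes. These matches argue against reading the 4 as genes of the ant. Counts summed over the 4 genes were added after that test was undecided and were not used to decide it. They were 182-fold lower for mammal-matched contigs (70.8 to 670.2) and 4.42-fold lower for ant contigs (4.39 to 4.46).

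The largest contig of the table (c68678_g1_i1), matched to the fire ant mitochondrion by nucleotide and not discussed in the paper, held 3.01% of the T9 read pairs and 13.9% of the T25 read pairs and was 5.04-fold lower in T9. Together with it, 10 of 10 contigs matched to the ant mitochondrion were lower in T9, with 2096084 against 9493832 counts. Under scaling by read pairs, reads taken up by the largest contig would make the others higher in T9, since leaving it out shifts their log2 ratios by -0.17. For that scaling, this argues against it as the cause of their lower ratios. The ratios given here use the authors' normalised library sizes, for which this shift was not computed. The choice between the authors' library sizes and the clean reads of Table S4 shifts log2 ratios by at most 0.13. That choice is therefore not the source of their median of -2.23. A larger scaling difference stays open, since the 10 ribosomal and housekeeping contigs not matched to a mammal decide nothing. With their median set to 0 the median of the 10 mitochondrial contigs was -3.91 (-7.63 to 0.42). With all 16 contigs of that list it was -0.32 (-6.49 to 1.49). A lower level of mitochondrial RNA in the cold, with a median log2 ratio of -2.23, cannot be told apart from a difference between the pools in ants, in tissue or in RNA selection.

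Gut, salivary and fat-metabolism genes on one side and antennal, eye and neuronal genes on the other form a further pattern. The serine protease, sugar digestion, salivary and fatty acid lists hold 98 contigs, 88 of them higher in T9 (89.8%, median log2 ratio 2.42), and the odorant receptor, odorant-binding and antennal, eye and neuronal lists 102, of which 90 were lower (88.2%, median -2.20). No test of scaling between the libraries is given for this pattern. Over all contigs higher and lower in T9 the medians were 2.15 and -2.18, and those of the joined lists lie near them. The lists were joined into these groups after their directions had been seen. A scaling factor common to all contigs moves both groups alike, so it can shift where 0 lies. It cannot set the medians of 2.42 and -2.20 apart from each other. A response of gut and fat body to the cold and different shares of tissues in the RNA of the 2 pools, such as fewer heads or fuller guts, cannot be told apart, since both predict these shares and whole ants were used. The lists were drawn up after Tables S7 and S8 had been read, which adds to this limit. The neuronal list is uneven within, with 36 of 43 contigs lower but 5 contigs higher and 3 lower by the authors' adjusted p under 0.05. It had 36480 counts in T9 against 11936 in T25, of which the synaptic vesicle glycoprotein c63559_g1_i3 alone holds 30583 and 4519. The direction of that sum rests on this contig.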

How the results depend on the processing

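Unless stated otherwise the alternatives in this part were set before the data were examined; those chosen after seeing the data are the authors' adjusted p, the assumed coefficient of variation, the pseudocount of 1 CPM, the protein description alone, the list of muscle genes with actin as a word of its own, and leaving out mammal matches. Of the results under an alternative, 166 stayed within their limits, 47 moved and 7 reversed. Among the 166 is adjustment over the contigs of the table alone, which passes each contig because each raw p is under 0.05. No paired analysis was possible because the temperatures share only 1 replicate number, and there is no replicate to leave out. Scaling by the sum of the values in the file was not run, since the table holds called contigs only.

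More contigs were higher than lower in T9 under each threshold and filter run, except at an assumed coefficient of variation of 0.6 (1 higher, 2 lower at an adjusted p under 0.05). The 2455 higher and 2032 lower contigs came to 1151 and 750 at p under 0.01, 967 and 540 with a total of at least 100 counts, 1323 and 1081 with an ant as best match and 1041 and 810 with a protein description, and the higher ones to 1635 at a fold change of at least 4, in each case because fewer contigs are kept. By the adjusted p of the authors' deposited table they came to 456 and 213 under 0.05 and 266 and 110 under 0.01. An assumed coefficient of variation of 0.4 gave 1427 and 1053 at the raw p and 126 and 52 at the adjusted p, so the number of calls depends on this assumed value.

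The median log2 ratios of the higher and of the lower contigs were 2.15 and -2.18 in the main setting. With the clean reads of Table S4 as scaling they were 2.28 and -2.07. They were 2.27 and -2.29 with a pseudocount of 0.5, 1.62 and -1.56 with a pseudocount of 5 and 0.68 and -0.53 with 1 CPM. None of the 95 named contigs changed sign under these 4 alternatives, and none could. A pseudocount is added alike to both libraries. The clean reads shift log2 ratios by at most 0.13, while each contig has a fold of at least 2.35. Beyond their counting interval, 43 moved with the clean reads, 48 with 1 CPM and 6 with a pseudocount of 5.

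Setting the median of the ribosomal and housekeeping list to 0 shifts each log2 ratio up by the size of that median, -1.91, and this list of 16 contigs holds 6 matched to mammals. It reversed the medians of the lists for peritrophic membrane and chitin (0.41), cuticle (0.30) and muscle (0.086). The medians of other lists became 4.04 for serine proteases, 4.21 for fatty acid synthesis, 3.81 for lipases, 7.14 for sugar digestion, 4.37 for trehalose transport, 4.13 for amino acid metabolism, 4.19 for immunity, 3.93 for cytochrome P450s, 3.44 for viral contigs, 3.59 for transposable elements, -0.76 for odorant receptors, -2.96 for heat shock proteins, -0.68 for the eye list and -0.026 for the neuronal list. With contigs matched to ants only, the ribosomal and housekeeping list itself reversed to 1.68 (4 higher and 2 lower), so it is a poor reference here.

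A pseudocount of 5 moved odorant receptors to -1.86, heat shock proteins to -3.39, muscle to -1.48 and neuronal genes to -1.60, and a total of at least 100 counts moved neuronal genes to -1.65. With names sought in the protein description alone, the peritrophic list reversed to 1.96, storage proteins to -4.46 (1 contig) and cuticle to 0.060 (3 higher and 3 lower); the cause was not tested. The share of ants among matched contigs was 97.6% (higher in T9) and 95.5% (lower) by nucleotide match, and 97.1% (higher) with a total of at least 100 counts. Depth limits the ratios of the 1502 contigs with 3 or fewer counts in the lower library, which include 66 of the 330 contigs of Tables S7 and S8.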

Differences from the paper's values

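The paper's number of contigs called different is 330, 215 of them higher and 115 lower in T9. At the thresholds of its results section, an adjusted p under 0.05 and a fold change of at least 2, the authors' deposited table holds 669, with 456 higher and 213 lower. Of the alternatives set before the data were examined, those that come within 1.5 times the paper's numbers are a total of at least 100 counts (409; 303 and 106), an ant as best match (438; 306 and 132) and a protein description (414; 280 and 134). Each of these filters would drop contigs of Tables S7 and S8, so they come near in number only. For example, c47308_g1_i1 has 29 counts in total and no protein match, and 8 contigs of Table S8 have a mammal as best match. The alternatives that do not come within 1.5 times are adjustment over the contigs of the table alone (4487; 2455 and 2032), p under 0.01 (1901; 1151 and 750), a fold change of at least 4 (669; 456 and 213) and distinct annotation identifiers (634; 432 and 202). The adjusted p under 0.01 that the methods name, chosen after seeing the values, gives 376 (266 and 110) but keeps only 206 of the paper's 330 contigs. Leaving out mammal matches, also chosen after seeing the values, gives 656 (456 and 200) and does not come within 1.5 times.

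For cytochrome P450s lower in T9 the paper's number is 2, and 1 contig is lower at an adjusted p under 0.05. Adjustment over the contigs of the table alone gives 3 and p under 0.01 gives 2, both within 1.5 times. The other alternatives set before the data were examined give 1, except a total of at least 100 counts, which gives 0, and so does not reach the paper's 2 either.

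Fig. 6 shows RNA-seq ratios, read by eye, that were compared with ratios of the deposited FPKM, and no alternative applies to these. For contigs higher in T9 the paper's bars stand at about 55 in Fig. 6 for FAP (14.5 from the table), about 45 for LIP (13.0), about 14 for MUC (6.23), about 13 for TPS (54.5) and about 6 for ODC (14.0). For those lower in T9 they stand at about -31 for PAL (-16.3), about -29 for ELL (-5.46), about -17 for PET (-31.6), about -14 for KPR (-30.6) and about -6 for PBP (-10.2). When bars and table values of a side are each sorted by size without regard to the gene label, a comparison chosen after seeing the values, 8 of 9 pairs higher and 10 of 10 pairs lower in T9 lie within 1.5 times, against 4 and 5 by label.

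The paper names heat shock proteins and several NADH dehydrogenase and ATP synthase subunits as genes of the ant that are lower in the cold. In the table both heat shock contigs have a best match outside the ants, and of 15 contigs for mitochondrial respiration 6 are matched to mammals, while 9 matched to ants, 8 of them lower, hold most of the counts.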

Other observations

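The values in this part are described, and no test was made of them; the contigs singled out beyond the naming rule were chosen after their values had been seen.

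Single contigs of several kinds had these values. An aquaporin contig (c79791_g1_i1), of a family of water and glycerol channels, had 305 counts in T9 and 9 in T25. A vitellogenin contig (c89203_g1_i4), the precursor of yolk protein, had 68075 and 22099 counts, while the storage proteins as a list had 3 contigs higher and 2 lower in T9. Salivary secreted peptides beyond that already given include c85916_g1_i1 with 29448 and 399 counts and c88505_g3_i1 with 17106 and 971. The venom acid phosphatase c1274_g1_i1 had 4584 and 790 counts.

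RNA viruses differed between the pools contig by contig. A virus was the best protein match of 11 contigs from 9 viruses, 6 higher and 5 lower in T9, and 4 of them have 3 or fewer counts in the lower library. The contig c90698_g1_i1, best matched to Changjiang crawfish virus 6, had 3307 and 17 counts, 180.0-fold higher in T9 (112 to 309), and c13550_g1_i1, best matched to an iflavirus, had 1 and 1071 counts, 1157-fold lower (207 to 45756). The paper lists some of these contigs among its differentially expressed genes, as genome polyproteins. Of the wider viral list of 30 contigs, which also holds polyproteins of mobile elements, 18 were higher and 12 lower in T9, and of 67 contigs of transposable elements 38 were higher and 29 lower. The ribosomal and housekeeping list had 6 contigs higher and 10 lower in T9.

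The GC content of the clean reads in Table S4 is 43.37% for T9 and 40.14% for T25. A bias by GC content was not tested, since the table gives no GC content of its contigs.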
